# JMJD6 is a driver of cellular proliferation and motility and a marker of poor prognosis in breast cancer

**DOI:** 10.1186/bcr3200

**Published:** 2012-05-23

**Authors:** Yi Fang Lee, Lance David Miller, Xiu Bin Chan, Michael A Black, Brendan Pang, Chee Wee Ong, Manuel Salto-Tellez, Edison T Liu, Kartiki V Desai

## Abstract

**Introduction:**

We developed an analytic strategy that correlates gene expression and clinical outcomes as a means to identify novel candidate oncogenes operative in breast cancer. This analysis, followed by functional characterization, resulted in the identification of Jumonji Domain Containing 6 (JMJD6) protein as a novel driver of oncogenic properties in breast cancer.

**Methods:**

Through microarray informatics, Cox proportional hazards regression was used to analyze the correlation between gene expression and distant metastasis-free survival (DMFS) of patients in 14 independent breast cancer cohorts. *JMJD6 *emerged as a top candidate gene robustly associated with poor patient survival. Immunohistochemistry, siRNA-mediated silencing, and forced overexpression of JMJD6 in cell-based assays elucidated molecular mechanisms of JMJD6 action in breast cancer progression and shed light on the clinical breast cancer subtypes relevant to JMJD6 action.

**Results:**

*JMJD6 *was expressed at highest levels in tumors associated with worse outcomes, including ER- and basal-like, Claudin-low, Her2-enriched, and ER^+ ^Luminal B tumors. High nuclear JMJD6 protein was associated with ER negativity, advanced grade, and poor differentiation in tissue microarrays. Separation of ER^+^/LN^- ^patients that received endocrine monotherapy indicated that *JMJD6 *is predictive of poor outcome in treatment-specific subgroups. In breast cancer cell lines, loss of *JMJD6 *consistently resulted in suppressed proliferation but not apoptosis, whereas forced stable overexpression increased growth. In addition, knockdown of *JMJD6 *in invasive cell lines, such as MDA-MB231, decreased motility and invasion, whereas overexpression in MCF-7 cells slightly promoted motility but did not confer invasive growth. Microarray analysis showed that the most significant transcriptional changes occurred in cell-proliferation genes and genes of the TGF-β tumor-suppressor pathway. High proliferation was characterized by constitutively high cyclin E protein levels. The inverse relation of *JMJD6 *expression with *TGF-β_2 _*could be extrapolated to the breast cancer cohorts, suggesting that *JMJD6 *may affect similar pathways in primary breast cancer.

**Conclusions:**

*JMJD6 *is a novel biomarker of tumor aggressiveness with functional implications in breast cancer growth and migration.

## Introduction

In breast cancer, resistance to standard-of-care systemic adjuvant treatments such as endocrine and chemotherapies remains a major health burden and prompts the need for novel therapeutic targets for patients with advanced, unresponsive, or relapsed disease. We previously used gene-expression profiles of breast tumors to identify extracellular/secretory proteins and cell surface-receptor genes whose high expression levels associate with poor clinical end points. For example, we recently identified serine protease inhibitor Kazal-type 1 (*SPINK1*) as an important therapeutic target in breast cancer by using a combined genotype and phenotype screening approach. We found that inhibition of SPINK1 by neutralizing antibodies curtailed multiple aggressive properties, including cell survival, invasiveness, and chemoresistance [1]. A second candidate identified in the same study was the phosphatidylserine receptor (*PTDSR*).

Formerly, PTDSR was thought to be a cell-surface protein that facilitates recruitment of phagocytic cells to sites of apoptosis. Antibodies against PTDSR and annexin V have been used in combination to estimate apoptosis [2]. Mouse knockouts of PTDSR showed early postnatal lethality and had growth retardation and multiple developmental abnormalities due to insufficient differentiation during embryogenesis; however, no defect in apoptotic clearance of cells was evident [3]. By generation of deletion mutants and immune localization, Cui *et al. *[4] demonstrated that PTDSR is a nuclear protein, with five nuclear localization signals scattered throughout its sequence. Later, PTDSR was renamed Jumonji domain containing 6 (*JMJD6*) based on the presence of its JMJC domain with bifunctional histone arginine demethylation and lysyl oxidase activity [4-6]. JMJD6 is homologous to the hypoxia-inducible factor (HIF) asparaginyl-hydroxylase, suggesting a function in cellular response to hypoxia. In addition, JMJD6 protein was recently shown to interact with splicing factor U2AF65; however, very few splicing events in a limited number of genes were attributable to *JMJD6 *expression [6]. In endothelial cells, alternate splicing of VEGF receptor (Flt1) by U2AF65 promoted endothelial cell migration, and siRNA-mediated knockdown of *JMJD6 *in endothelial cells led to decreased migration [7]. Based on X-ray crystallographic data, it was predicted and shown that apart from its enzymatic activity, JMJD6 protein bound single-stranded RNA [8]. These diverse findings predict a range of versatile functions for JMJD6, at the transcriptional, splicing, posttranscriptional, and biochemical levels. However, very little is known about the role of JMJD6 in cancer and the molecular pathways that may impinge on disease initiation and prognosis.

Because our *in silico *analysis demonstrated a robust positive association between *JMJD6 *expression and breast cancer recurrence, we investigated its phenotypic and molecular effects in breast cancer cells. We report herein that perturbation of *JMJD6 *expression modulates cell proliferation and cell scattering and motility: phenotypes associated with cancer metastasis. Furthermore, our findings suggest that these cellular phenotypes may be elicited by JMJD6-mediated suppression of transforming growth factor-beta 2 (TGF-β2) and/or activation of proteins that potentiate cell division in a cell type-specific manner. These *in vitro *mechanistic findings are consistent with the clinical observations that *JMJD6 *expression correlates positively with proliferation index and high histologic grade but inversely with *TGF-β2 *expression. Together, these data implicate JMJD6 function in breast tumor progression and suggest a diagnostic role for JMJD6 in predicting patient outcomes.

## Materials and methods

### Breast cancer clinical datasets

Tumor-expression profiles were obtained with approval from and in accordance with the policies of the institutional review boards of the respective institutions. An integrated "Super Cohort" (SC) of 15 individual Affymetrix array datasets comprising 2,116 breast cancer patients was used in this analysis. These datasets were previously described in detail in Soon *et al. *[1]. These cohorts were accessible from public databases, Gene Expression Omnibus (National Center for Biotechnology Information, Bethesda, MD, USA), ArrayExpress (European Bioinformatics Institute, Hinxton, UK), and caArray (National Cancer Institute, NIH, Atlanta, GA, USA). Appropriate permission has been granted for the use of the datasets and corresponding de-identified clinical data. A summary of the clinical dataset details and literature references can be found in Additional file 1, Table S1. Initial discovery and meta-analysis was performed on a subset of this Super Cohort.

All raw data (CEL files) were preprocessed and normalized by using the R software package [9], and library files provided via the Bioconductor [10]. Raw data were MAS5.0 normalized on a per-cohort basis by using the justMAS function in the simpleaffy library from Bioconductor (no background correction, target intensity of 600). Cross-cohort batch effects were corrected by using the COMBAT empirical Bayes method [11]. Normalized *JMJD6 *probesets, 212722_s_at and 212723_at, were averaged for the analysis of data from Affymetrix U133 arrays, and *JMJD6 *probe, AB011157, was used for the analysis of the Agilent array dataset (that is, the NKI dataset). Of 2,116 array profiles in the Super Cohort, 1,954 patient cases are annotated with distant metastasis-free survival (DMFS) time and event information.

### Clinical survival analysis and expression in subtypes

Distant metastasis-free survival (DMFS) was used as the clinical end point of interest. A DMFS event was defined as metastatic recurrence to a distant organ site or in a limited number of cases, as death owing to progressive breast cancer. Cox proportional hazard regression analysis of *JMJD6 *expression with DMFS data (Time and Event) was performed in individual patient datasets and in the Super Cohort. Clinical subtype analysis was performed by using the Super Cohort. Intrinsic subtypes were assigned via the PAM50 algorithm of Parker *et al. *[12], by using the code provided by the authors at UNC Microarray Database [13]. Gene data were matched by symbol and median centered, and Spearman correlation was used to assign samples to the nearest PAM50 centroid. Claudin-Low subtypes were assigned based on the method described by Prat *et al. *[14], by using the microarray data (GSE18229) and information provided by the authors at UNC Microarray Database [13]. Claudin-Low and Normal centroids were generated, and samples were assigned to one or the other class based on euclidean distance to the class centroid. The PAM50 and Claudin-Low subtype information was then combined with the PAM50 subtype used, unless a sample had been classified as Claudin-Low, in which case, the Claudin-Low assignment would take precedence.

Distribution of *JMJD6 *expression in various breast cancer subtypes was analyzed with the Kruskal-Wallis one-way analysis of variance (ANOVA) on ranks and multiple pairwise comparisons with the Dunn method by using Sigma Plot. Statistical significance of differential *JMJD6 *expression in ER-positive versus ER-negative tumors was analyzed by using the Mann-Whitney Rank Sum Test. In Kaplan-Meier and CoxPH survival analysis of *JMJD6 *expression cohorts in the clinical subtypes, the patients were separated by median expression across the Super Cohort into high and low *JMJD6*-expression groups. Kaplan-Meier survival analysis also was performed on patient groups ranked by quartile expression within each clinical subtype. All survival analyses were performed by using Sigma Plot [15].

### Immunohistochemistry

Tissue microarray (TMA) blocks containing cores from 98 breast cancer patients were constructed, as described previously, under institutional ethics committee approval with consent for the tissue microarray program (NUS-IRB 05-017) [1,16,17] and used for the analysis. Anti-JMJD6 monoclonal antibody (Santa Cruz, Santa Cruz, CA, USA: Sc-28348) was used at a dilution of 1:50 along with antigen retrieval by heat and Tris-EDTA (pH 9.1). Automated IHC scoring was performed with the Ariol SL-50 image analysis system (Applied Imaging, Santa Clara, CA, USA). Positivity of JMJD6 nuclear expression was defined as nuclear-staining intensity and percentage coverage scores ≥25%. Odds-ratio analysis was performed on JMJD6-positive expression and clinicopathologic features of the tumors by using PASW Statistics 18 [18].

### Cell lines

All cell lines were obtained from American Type Culture Collection (ATCC) and maintained in growth media, at 37°C with 5% CO_2_. The growth medium for MCF-7, CAMA-1, and BT-549 was Dulbecco Modified Eagle Medium (DMEM), with 10% fetal bovine serum (FBS); and for MDA-MB231 and T47D, it was RPMI-1640, with 10% FBS.

### Cloning and expression of *JMJD6 *

*JMJD6 *(NM_001081461.1) (J1) was amplified by using MCF-7 mRNA (forward primer: 5'CCCAAGCTTATGAACCACAAGAGCAAGAAG3'; reverse primer: 5' GCTCTAGATCACCTGGAGGAGCTGCG 3'), followed by reamplification with forward primer: 5' GAGGTACCATGAACCACAAGAGCA 3' and reverse primer: 5' CGCTCGAGTGGGGGTGAGCCCGGCCT 3' and ligated into TOPO pCR2.1 vector. All clones were sequence verified. *JMJD6 *was cloned from TOPO vectors into a gateway entry vector pENTR3C (Invitrogen) and then recombined into the lentivirus vector pLenti6.2/V5-DEST (Invitrogen), pLenti4/V5-Dest (Invitrogen), and pcDNA3.1/V5-Dest (Invitrogen) by LR recombination, according to the manufacturer's protocol. For lentiviral clones, pLenti6.2/V5-DEST or pLenti4/V5-Dest was co-transfected with packaging vectors (Invitrogen) into 293 FT cells, and the supernatant was harvested approximately 48 hours for packaged lentivirus. For infection of MCF-7 cells, the cells were plated at 50% confluence and incubated with 20 μl to 30 μl of the concentrated virus and 8 μg/ml of hexamethrine bromide (Polybrene) for 24 hours at 37°C. The cells were replated and cultured with Zeocin (Invitrogen) to obtain several clones (MCF7-J1-OE). The pcDNA3.1 vector was used to generate *JMJD6 *expression clones by transfection by using Lipofectamine 2000 (Invitrogen) into MDA-MB231, T47D, and CAMA cell lines. Stable clones were selected with gentamycin (Gibco).

### Knockdown of *JMJD6 *gene

SiRNA was reverse transfected (by using manufacturer's protocol) by using Lipofectamine 2000 (Invitrogen) into the cell lines. At 48 hours after transfection, the cells were reconstituted in fresh media for experimental assays. *JMJD6 *siRNAs used were as follows: siRNA A (Ambion: 111915)- gcuauggugaacacccuaatt; siRNA B (Dharmacon: D-010363-01)- gaacugggauucacaucga; siRNA C (Dharmacon: D-010363-02)- ggauaacgauggcuacuca; and siRNA D (Dharmacon: D- 010363-05)- ggacccggcacaacuacua. A nontargeting scrambled siRNA served as a negative control (Ambion: 4635).

### Cell-based assays

For proliferation assay, cells were plated in 96-well plates at a density of 5,000 cells per well. Cell proliferation was measured by using WST-1 (Roche) every 24 hours over a 4- to 5-consecutive-day period, according to manufacturer's protocol. For detecting apoptosis, cells were transfected in a 96-well plate with siRNAs and assessed for apoptotic markers after 48 hours. In brief, the cells were fixed with paraformaldehyde, and cells were permeabilized with Triton-X 100. Fixed cells were probed with active PARP (BD, 552596) antibody, and the primary antibodies were detected by a secondary antibody conjugated to fluors Alexa 488 (BD, A21121). ArrayScan VTI (Cellomics) was used to detect immunofluorescence, and the baseline threshold was set by using cells stained with secondary antibody alone in the absence of the primary antibody.

### Scatter assay

Cells were plated in six-well plates at a density of 300 cells per well and grown in DMEM with 10% FBS. Fifteen fields of colonies per cell type were captured on day 7 of growth and blindly scored for three categories of scattering (compact, loose, and scatter) by two random individuals from six people. An average score was calculated for each colony, and the percentage of colonies for each category of scattering was plotted [19].

### Wound-healing assay

Cells were plated in culture inserts (Ibidi) with approximately 500 μ*M *gap. After 2 days (confluent cells), the inserts were removed, and fresh medium with 5 μg/ml of mitomycin C (Calbiochem, 47589) was added. The distances moved by the cells across the gap were measured at 24 hours and calculated as a ratio over the initial distance at 0 hours, and these data were further normalized to the ratio of distance in Vec control.

### Invasion and migration assay

*In vitro *migration and invasion of the cells were assessed by using Falcon FluoroBlok 24-Multiwell inserts with 8-μm pores (BD Biosciences). For invasion assays, the inserts were coated with 20 μg of Matrigel in 80 μl of serum-free media. Cell suspension (200 μl) in serum-free media was loaded into each transwell insert, and 750 μl of medium with 10% FBS was provided in the lower chamber; 4 × 10^4 ^MDA-MB231/BT-549 cells were loaded in each transwell. The assay was done for 18 hours for migration and 24 hours for invasion. The cells that had migrated or invaded through the inserts were fixed with 3.7% formaldehyde and stained with propidium iodide, 2 μg/ml (Calbiochem), for 30 minutes, washed with PBS, and counted for 10 fields by using the Target Activation Bioapplication on an ArrayScan VTI (Cellomics). Assay results for siRNA-treated MDA-MB231 cells were normalized to fold change observed in proliferation at Day 2 and then calculated as a ratio to the Sc siRNA control.

### Microarray data analysis

MCF-7 J1 clones were harvested for RNA isolation at 80% confluence. For siRNA-mediated knockdown of *JMJD6 *in MCF-7 and MDA-MB231, the cells were harvested for RNA isolation immediately, 48 hours after transfection. Cells were washed twice with PBS and harvested by trypsinization. RNA was extracted by Trizol (Invitrogen) according to manufacturer's protocol. Three biological replicates of MCF-7 J1 clones and two independent siRNA-transfection replicates were used for the microarray hybridization. Processing of samples for hybridization on Affymetrix U133 Plus 2.0 was done according to manufacturer's protocol. The microarray data were uploaded to Gene Expression Omnibus (accession number, GSE31782). Raw data were MAS5-normalized and log transformed by using Genespring GX11.5. To extract differential gene expression, GeneSpring GX 11.5 was used to perform two-way ANOVA for siRNA-specific changes in MCF-7 and MDA-MB231. The list of significantly differential genes (*P *< 0.05) was further filtered for genes with at least 1.5-fold change in expression in at least one of the siRNA treatments for either MCF-7 or MDA-MB231. For MCF-7 J1-OE clones, one-way ANOVA was performed to extract differential gene expression in the overexpression clones as compared with the Vec. Only genes that differed in their expression by 1.5-fold in at least one of the clones were selected for further analysis. Genes that overlapped in both siRNA treatment and in J1 clones and those that were regulated in the opposite direction were selected for Ingenuity Pathway Analysis (IPA) [20]. Hierarchical clustering by average linkage and visualization of the clusters was performed by using Cluster and Treeview, respectively [21,22].

To extract differential gene expression specific to MDA-MB231, GeneSpring GX11.5 was used to perform one-way ANOVA in MDA-MB231 and MCF-7 independently. The list of significant genes that were differentially expressed (1.5-fold; *P *< 0.05) was filtered. Probesets unique to MDA-MB231 that were absent in MCF-7 lists were extracted for IPA functional analysis.

### Real-time PCR

Total RNA was reverse transcribed by using Maxima reverse transcriptase mix (Fermentas). Real-time PCR was performed by using SYBR-Green PCR Mix (Fermentas) and run on CFX384 Real Time PCR Detection System (Biorad). Ct values were generated by using CFX manager software (Biorad). The primers used are listed in the Additional file 2, Table S2.

### Conditioned media

To obtain conditioned media, plated cells were incubated with serum-free media for 24 hours before collection. The media were spun down to remove any cell debris and then concentrated ×60 to 80 by using Amicon Ultra centrifugation filter (Millipore).

### Immunoblot analysis

Whole-cell lysates were prepared by using RIPA buffer for all antibodies, except TGF-βs, detected in conditioned media. Protein concentration was quantified by using Protein Assay reagent (Biorad) with BSA standards. Equal amounts of total protein lysates (20 to 40 μg) were analyzed on an SDS-PAGE gel and transferred to PVDF membrane (GE Healthcare and Millipore). Antibodies against JMJD6 (Abcam, ab10526), β-actin (Sigma, A5441), V5 tag (Invitrogen, R960-25), E-cadherin (Cell Signaling, 4065), vimentin (BD Pharmingen, 550513), TGF-β2 (Abcam, ab36495), phosphorylated SMAD2 (Cell Signaling, 3108 and 3104), phosphorylated SMAD3 (Cell Signaling, 4520), SMAD2/3 (Cell Signaling, 3102), cyclin D1 (ab24249), cyclin E1 (Abcam, ab3927), and cyclin E2 (Abcam, ab40890) were used to probe for the protein on the membrane. The detection was done by using HRP-conjugated antibodies (Santa Cruz) and ECL or ECL Plus reagents (Amersham Biosciences). Reactive proteins were identified with autoradiography.

### TGF-β2 neutralization and Smad phosphorylation assays

Cells were plated in 96-well plates at a density of 5,000 cells per well and changed to fresh media with either 5 ng/ml of recombinant human (rh) TGF-β2 (R&D Systems, 302-B2) or BSA the next day. Cell-viability measurement was taken on the first day of TGF-β2 or BSA treatment and 3 days later by using WST-1 assay. To inhibit TGF-β2 action, cells were plated in 96-well plates at a density of 5,000 cells per well. After 24 hours, they were exposed to 10 μ*M *SB431542 (Sigma-Aldrich, S4317) or DMSO (as vehicle control) before transfection with JMJD6 siRNA. The cells were changed to fresh media 48 hours after transfection, containing 10 μ*M *SB431542 or DMSO. Cell viability was determined on the first day of SB431542 or DMSO treatment and 3 days later by WST-1 assay. For assessment of SMAD2 phosphorylation, cells were plated at approximately 50% confluence in six-well plates for 24 hours. The cells were pretreated for 2 hours with SB431542 (Sigma-Aldrich, S4317) or DMSO, before addition of 5 ng/ml of rhTGF-β2 (R&D Systems, 302-B2). Protein lysates were harvested 1 hour after rhTGF-β2 treatment for immunoblot analysis.

### Clinical correlation between *TGF-β2 *and *JMJD6 *

The super-cohort dataset was used to assess correlation, if any, between *JMJD6 *and *TGF-β2 *expression. *TGF-β2 *probesets, 209908_s_at, 220407_s_at, 209909_s_at, and 220406_at, were averaged for the clinical microarray data analysis. Correlation of *JMJD6 *expression and *TGF-β2 *expression was performed by using the Pearson correlation test on PASW Statistics 18 [18].

## Results

### *JMJD6 *transcript levels correlate with poor prognosis in breast cancer

To discover novel oncogenes associated with breast cancer progression, we used an informatics approach [1] and mined multiple independent microarray datasets of breast tumor profiles for genes having significant and reproducible associations with distant metastasis-free survival (DMFS). *JMJD6 *emerged as a top candidate, because its expression was significantly and positively associated with decreased time to distant metastasis in eight of the 14 breast cancer cohorts examined (Figure 1 and Additional file 1, Table S1). Furthermore, in an integrated Super Cohort (SC) (*n *= 1,954) comprising the majority of the individual cohorts listed in Table 1 (see Methods and Additional file 1, Table S1), high *JMJD6 *expression was significantly associated with decreased time to distant metastasis with a hazard ratio of 1.92 (95% CI, 1.62 to 2.29; *P *< 0.001). Together, these observations indicate a robust and reproducible association between *JMJD6 *expression and aggressive clinical behavior of breast cancer that may reflect an underlying functional contribution of *JMJD6 *in breast cancer progression.

**Figure 1:**
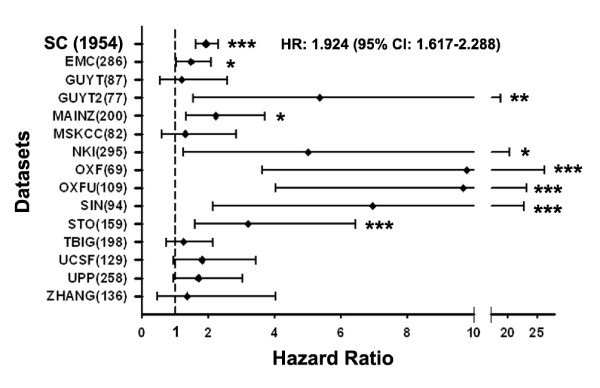
**High *JMJD6 *mRNA expression is associated with poor survival outcome**. Cox regression analysis of *JMJD6 *expression and distant metastasis-free survival of patients was initially performed in 14 microarray expression datasets independently and then subsequently on a "Super Cohort" (SC) comprising 15 Affymetrix array-based cohorts, including a subset of the 14 cohorts used initially. Hazard ratios and their 95% confidence intervals are shown in the forest plot. Datasets are listed on the Y-axis; all platforms are from Affymetrix array series, with the exception of NKI from Agilent. The 95% confidence intervals are indicated by the error bars, and the cohort size is shown in parentheses. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005.

**Table 1:** Hazard ratios of *JMJD6 *expression groups in various subtypes of breast cancer

Subtypes	Cohort size (*JMJD6 *high, low)	Hazard ratio	(95% CI)	*P *value
Basal	84, 250	0.904	0.572-1.43	0.667
Claudin-Low	19, 73	1.577	0.542-4.587	0.403
Her2	98, 183	0.843	0.56-1.27	0.415
**Lum A**	309, 256	**1.524**	**1.009-2.304**	**0.045**
**Lum B**	116, 283	**1.712**	**1.132-2.591**	**0.011**
ER ^-^	247, 154	1.067	0.742-1.536	0.725
**ER^+^**	731, 822	**1.912**	**1.546-2.364**	**< 0.001**

CoxPH analysis of *JMJD6 *expression cohorts (high versus low separated by median of *JMJD6 *expression across the Super Cohort) was performed in annotated subtypes of breast cancer. The table shows the number of patients used for the analysis in the high- and low-*JMJD6 *expression cohorts, the hazard ratio, and its 95% confidence interval (CI) and *P *value generated from the analysis in each subtype.

### *JMJD6 *expression in breast cancer subtypes

Breast cancers were classified based on hormone-receptor status, estrogen receptor (ER^+/-^), or gene expression into intrinsic subtypes as described by Perou *et al. *[23]. Because these subclasses show differential survival, we analyzed the expression level of *JMJD6 *in each subtype annotated in the Super Cohort. As shown in Figure 2A, overall ER^- ^tumors had slightly but significantly elevated expression of *JMJD6 *(*P *< 0.001). The average *JMJD6 *expression differed across the intrinsic subtypes. *JMJD6 *expression was highest in Claudin-low tumors and basal subtypes, followed by HER2, whereas in the ER^+ ^group, the luminal B (LumB) expressed more *JMJD6 *than did luminal A (LumA) (*P *< 0.05) (Figure 2B). We examined the survival outcome of *JMJD6 *high- and low-expresser groups, determined by median separation across the Super Cohort, within each subtype. Because ER^- ^tumors had very high levels of *JMJD6 *expression, further separation based on *JMJD6 *levels and survival analysis bore no significance (Table 1). In ER^+ ^tumors, high *JMJD6 *expressers had poorer outcome than low expressers (Figure 2C; *P *< 0.001), and this persisted on subdivision of ER^+ ^into luminal subclasses (Figure 2D and 2E). Further, in the tamoxifen-treated samples, high *JMJD6 *expressers had worse outcome. However, whether *JMJD6 *predicts endocrine failure must be studied further. These data are summarized in Table 1. Other than total cohort median-based separation of patients, we also examined the relation of *JMJD6 *levels and prognosis by quartile assignment of *JMJD6 *expression in each subtype independently. With this method, we observed that extremely high expression of *JMJD6 *(upper quartile) significantly led to worse survival outcomes in luminal A and luminal B subtypes (*P *< 0.05) (see Additional file 3, Figure S1). Therefore, we conclude that *JMJD6 *is a marker for tumor aggressiveness and maybe is prognostic of poor outcome in ER^+ ^breast cancer.

**Figure 2:**
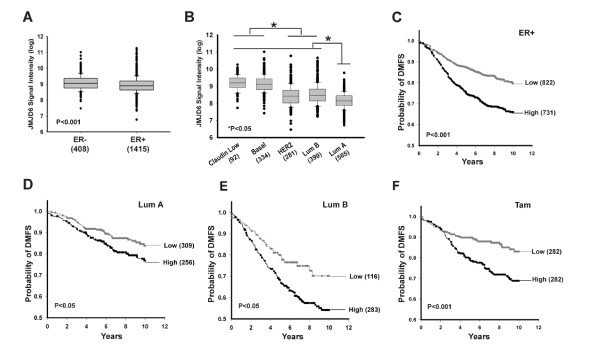
***JMJD6 *expression and prognosis in intrinsic subtypes of breast cancer**. Box plots of *JMJD6 *expression demonstrate **(A) **higher *JMJD6 *probeset intensity (log2) in ER^- ^tumors compared with ER^+ ^tumors, with *P *< 0.001 by Mann-Whitney Rank Sum test; and **(B) **highest *JMJD6 *probeset intensity (log2) in claudin-low and basal subtypes, followed by *HER2*-enriched and LumB subtypes, and lowest in LumA subtypes. The Dunn method was used to perform pairwise multiple comparison among the subtypes. *P < 0.05 between a pair of subtypes. Dots of boxplots (A, B) represent outliers in the 90^th ^and 10^th ^percentiles. Kaplan-Meier survival curves based on below-median (low) and above-median (high) *JMJD6 *expression are shown for **(C) **ER^+ ^patients, **(D) **patients of LumA subtype, **(E) **patients of LumB subtype, and **(F) **ER^+^, tamoxifen-treated patients. The numbers in the parentheses equal patient numbers in each group, and the log rank *P *value is indicated at the bottom left of each figure.

### JMJD6 protein associates with high-grade and ER^- ^tumors

To study the distribution of JMJD6 protein levels, we immunohistochemically (IHC) stained an 81-breast tumor tissue array by using a JMJD6-specific antibody (Figure 3A). MCF-7-J1 OE and JMJD6 siRNA-treated cells were used to confirm the specificity of the antibody (see Additional file 4, Figure S2). As shown, JMJD6 was present predominantly in the nuclei of breast tumor cells, with increased staining evident in higher grades of breast tumors. Univariate analysis clearly identified an association between high JMJD6 staining, high grade, and ER negativity (Figure 3B). Similar to the RNA-expression data, JMJD6 protein was highly expressed in more-aggressive and advanced tumors. However, because of the low sample size, our analysis could not explore whether JMJD6 correlates with outcome in luminal tumors. Nonetheless, JMJD6 appears to be a relevant marker in breast cancer pathogenesis.

**Figure 3:**
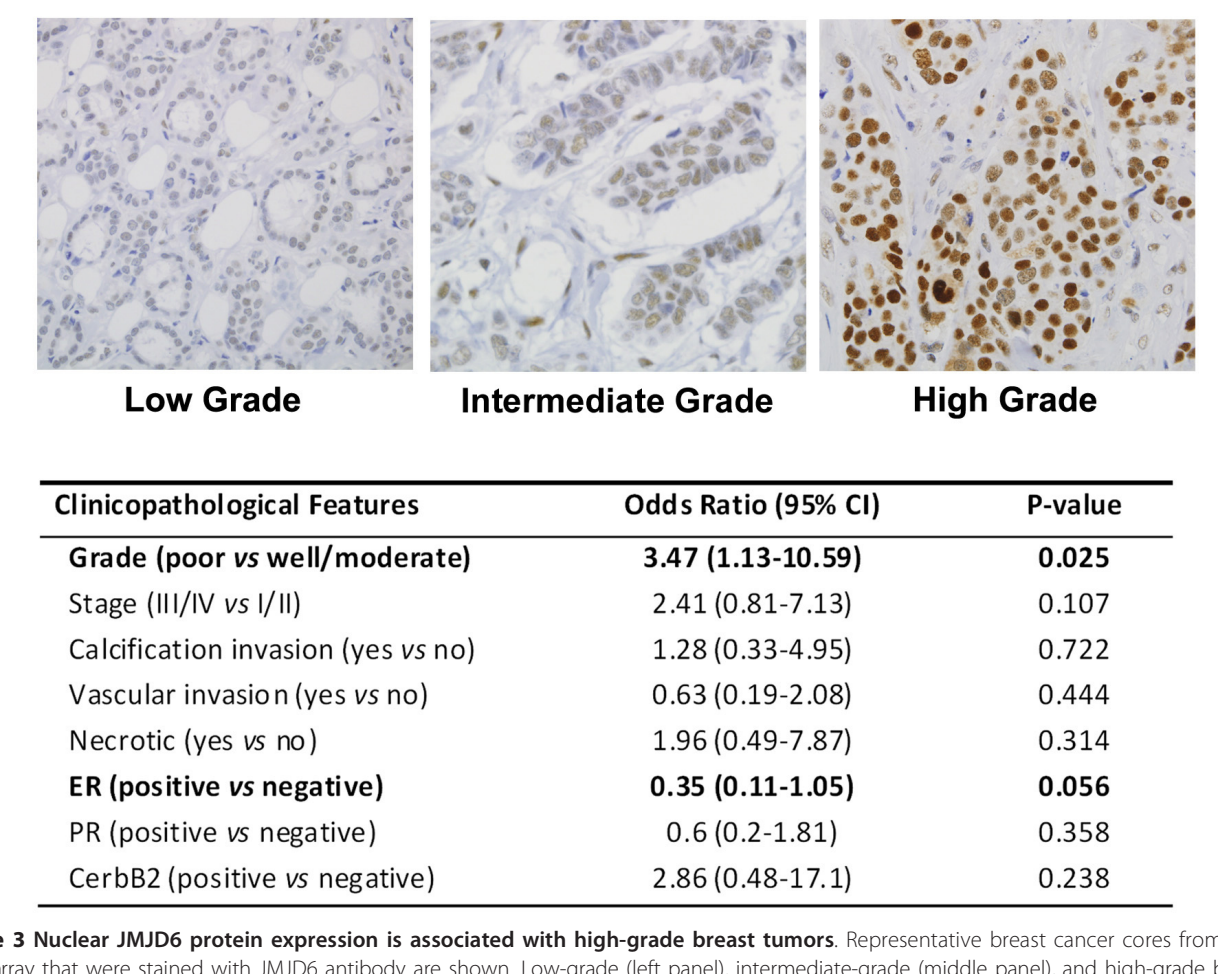
**Nuclear JMJD6 protein expression is associated with high-grade breast tumors**. Representative breast cancer cores from tissue microarray that were stained with JMJD6 antibody are shown. Low-grade (left panel), intermediate-grade (middle panel), and high-grade breast tumors (right panel) are shown (magnification, ×60). The table in the figure shows univariate analysis of JMJD6 and clinical parameters.

### JMJD6 increases proliferation in MCF-7 cells

Because the *JMJD6 *expression profile was similar to the proliferative gene cluster, as characterized by Perou *et al. *[14,24], we posited that perturbation of its levels may affect cell proliferation (Figure 2A and 2B). We studied JMJD6 expression in a panel of five breast cancer cell lines (see Additional file 5, Figure S3A). With the exception of MCF-7 cells, JMJD6 was highly expressed in breast cancer cell lines. We used a lentiviral-based cloning system to infect MCF-7 cells with V5-tagged JMJD6 and achieved stable expression of JMJD6 (MCF-7 J1-OE). As a pool, these cells showed increased proliferation (see Additional file 6, Figure S4), and this was confirmed in individual clones, J1-C2, J1-C3, and J1-C7 (Figure 4A). Over a period of 5 days, MCF-7-J1-OE clones (J1-C2, J1-C3, and J1-C7) showed higher proliferation as early as day 2 and continued to grow faster as compared with empty vector control cells (Vec) (Figure 4A). Next we silenced *JMJD6 *expression in all five cell lines by using a panel of siRNAs and assayed their proliferation. We achieved 80% to 100% silencing of JMJD6 protein, depending on the basal, endogenous expression level of JMJD6 (see Additional file 5, Figure S3A). Four different siRNAs resulted in profound loss of proliferation in MCF-7 and MDA MB231 cells (Figure 4B and 4C). This decrease was not due to increased apoptosis, because higher levels of cleaved PARP were not evident in the JMJD6 knockdown cells (see Additional file 5, Figure S3B). Similar to MCF7 and MDA-MB231, siRNA treatment decreased proliferation in the remaining cell lines: BT-549, CAMA-1, and T47D (see Additional file 5, Figure S3C). Together, these results suggest that high levels of JMJD6 lead to increased cell proliferation. To determine whether further induction of JMJD6 in cells with intrinsically higher JMJD6 levels shows an additive increase in cell proliferation, we generated MB231-J1-OE, T47D-J1-OE, and CAMA-J1-OE cells (see Additional file 7, Figure S5). However, an increased dosage of JMJD6 did not further augment cell growth

**Figure 4:**
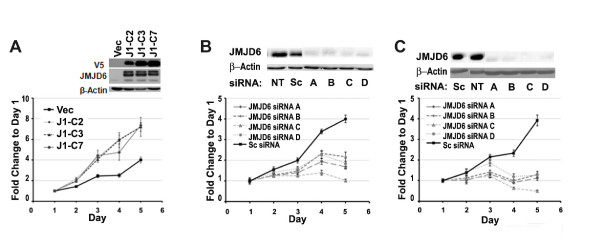
**Expression of JMJD6 enhances proliferation**. **(A) **WST-1 assays using MCF-7-J1-OE clones (J1-C2, J1-C3, and J1-C7) showed increased proliferation over vector control cells (Vec). SiRNA-mediated knockdown of JMJD6 and resultant decrease in proliferation is shown in **(B) **MCF-7 and MDA-MB231. Four individual siRNAs (A, B, C, and D) were used: Sc, scrambled siRNA; and NT, non-transfected cells served as control. Inset in each panel shows protein levels of JMJD6 after siRNA transfection. β-actin immunoblots show equal protein loading in all lanes.

### JMJD6 enhances scattering and motility

Our *in silico *analysis and IHC data showed that *JMJD6 *is associated with aggressive advanced disease. We next studied whether this protein could influence cell motility and invasion by using cell-scatter, wound-healing, and Boyden chamber assays. The motility and invasion assays were performed within 24 hours to minimize secondary effects of cell proliferation. For the scattering phenotype, we used a counting system previously described by Shtutman *et al. *[19] to evaluate the degree of scattering (Figure 5A). All three MCF-7-J1-OE clones showed an increase in scattering as compared with Vec cells. An increase in scattering often implies a gain in motility or epithelial-mesenchymal transformation (EMT). Therefore, we assayed loss of E-cadherin and gain in vimentin as markers for EMT. Immunoblots showed that MCF-7J1-OE clones maintained E-cad expression (see Additional file 8, Figure S6), suggesting that the scattering is probably encouraged by motility. Indeed, in a wound-healing assay, MCF-7-J1-OE clones closed the wound much faster than did Vec cells (Figure 5B). Because increased cell number due to increased proliferation can mislead interpretation of wound-healing data; we performed these assays in the presence of mitomycin C, an inhibitor of cell division. Despite a gain in motility, we were unable to demonstrate an increase in invasive behavior in MCF-7-J1-OE cells (data not shown). However, in MDA-MB231, a highly motile and invasive cell line, knockdown of JMJD6 significantly attenuated both properties (Figure 5C). To negate the contribution of decreased proliferation in this assay, we normalized these results to the proliferation changes observed on day 2 (Figure 5C). However, the cells maintained loss in motility and invasion, showing that this property was independent of proliferation defects. Together, these data imply that JMJD6 is not a "driver" of cell invasion but may augment cell movement.

**Figure 5:**
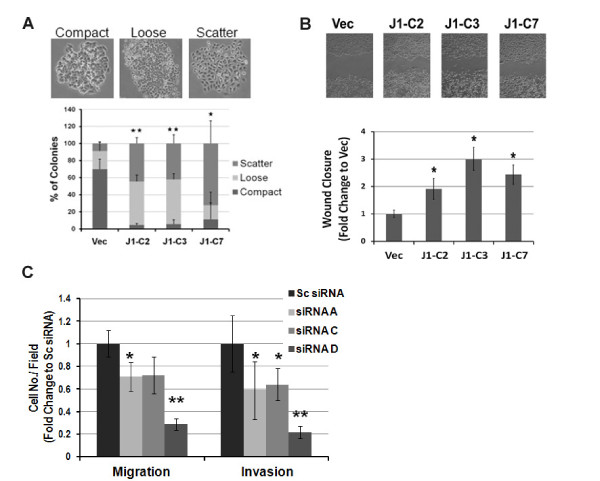
**JMJD6 promotes motility in breast cancer cell lines**. **(A) **Scatter phenotype was scored based on three levels of scattering (compact, loose, scatter) (upper panel). Bar graphs represent quantification of scattering of colonies by using the Student *t *test (lower panel). MCF-7 J1 OE clones had a higher percentage of scattered or loosely scattered clones than did the control Vec cells. **(B) **Wound-healing assay showed that MCF-7 J1 clones displayed higher motility in comparison to Vec (upper panel); quantification of wound closure as a ratio to the Vec is shown in the lower panel. *P ≤ 0.05 by Student *t *test in comparison to Vec control. **(C) **Boyden-chamber assay results of MDA-MB231 cells with JMJD6 siRNA-mediated knockdown were normalized to fold change in proliferation at Day 2 of WST-1 measurement. Two of three siRNA knockdowns of JMJD6 showed significantly decreased motility, and all siRNA knockdowns of JMJD6 showed decreased invasiveness. *P ≤ 0.05; **P ≤ 0.001 by Student's t- test when compared with Sc siRNA.

### *JMJD6 *expression inversely correlates with *TGF-β2 *

To determine the pathways involved in JMJD6-induced proliferation, we performed microarray analysis by using the MCF-7-J1-OE clones and *JMJD6 *siRNA-treated MCF-7 and MDA-MB231 cells. 

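The expression arrays cover 28 RNA samples hybridized to Affymetrix U133 Plus 2.0 arrays. Of these, 12 come from MCF-7 cells that stably overexpress JMJD6 or carry the empty vector, with 3 biological replicates each for the clones J1-C2, J1-C3 and J1-C7 and for Vec. The other 16 come from MCF-7 and MDA-MB231 cells collected 48 hours after transfection with JMJD6 siRNA A, with JMJD6 siRNA C or with the scrambled siRNA run beside each, with 2 transfections per group. JMJD6, which the forced expression raises and the siRNAs target, was read by one of its probe sets (left panel of the figure) at 8.18 ± 0.27 on the log2 scale in Vec (SD, n = 3). It stood at 9.58 ± 0.15 in J1-C2, 9.66 ± 0.48 in J1-C3 and 8.58 ± 0.10 in J1-C7 (n = 3 each). Its average change over the clones was 1.10 (standard error 0.183, adjusted p = 0.000716 from limma), while J1-C7 on its own differed from Vec by 0.41 (adjusted p = 0.22). In MCF-7 cells JMJD6 fell by 1.13 with siRNA A and fell by 2.00 with siRNA C, and in MDA-MB231 cells it changed by -1.04 and -2.77. The brightest JMJD6 probe set (right panel) changed by -1.65 on average in each of the cell lines treated with siRNA and by -0.17 in the clones (adjusted p = 0.562), and averaging all probe sets of the gene gave -0.08 for the clones. The cloned cDNA is the coding part of JMJD6, and a probe set in the 3' untranslated region would not read it. Where each probe set lies was not checked, so these flat values do not speak against the overexpression.
The authors deposited MAS5 signals, which are intensities on a linear scale. The trimmed mean of an array ran from 127 to 211 in the clones, from 103 to 145 in Vec, from 147 to 272 with JMJD6 siRNA and from 166 to 267 with scrambled siRNA. Each array was therefore multiplied by 1 factor that gives all 28 the same mean after 2% of the values at either end are left out, and the result was taken to log2. That choice departs from the plan, which had no scaling, and was made after the values were seen but before any test was run. It followed a comparison of 4 scalings with the fold changes of Table S3. The trimmed mean matched the 4 siRNA columns of that table (Pearson r across probe sets 0.9992 to 1, where probe sets are not independent replicates), and no scaling matched the 3 clone columns (0.581 to 0.782). The siRNA folds here are therefore not independent evidence for that table. Probe sets above the median of their array on at least 3 arrays (overexpression) or 2 arrays (siRNA) entered the test, and calls were made at an adjusted p under 0.05. With the clones themselves taken as the replicates the change in JMJD6 was not called (adjusted p = 0.116), and with a single Vec line no p-value here covers the spread between independently made lines.

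**Figure D1:**
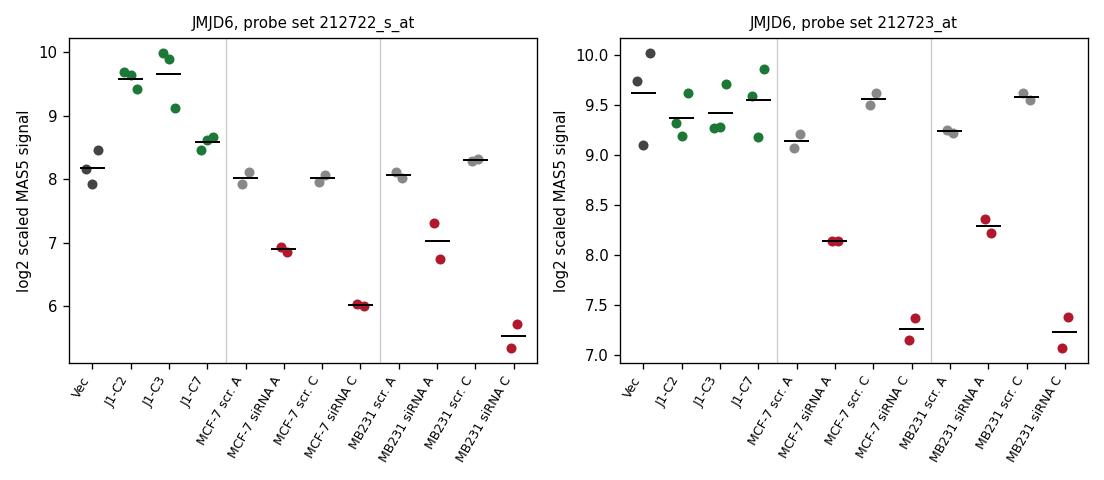
JMJD6 signal on each array for a pair of probe sets, as log2 of the scaled MAS5 intensity (y axis) by group (x axis; scr., scrambled siRNA; MB231, MDA-MB231); points are arrays and bars are group means. In the left panel the J1-C2 mean is 9.58 against 8.18 in Vec, and the siRNA C mean in MDA-MB231 is 5.53.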

We selected 2,216 overlapping probe sets that were commonly and appropriately regulated in all three settings: MCF-7-J1-OE, MCF-7 siRNA, and MDA-MB231 siRNA (see Additional file 9, Table S3). 

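Among probe sets that passed limma's test in the clones and in both cell lines, some moved against JMJD6 and others moved in a single direction. CTSB, a lysosomal protease, rose by 1.00 on the log2 scale in the clones (standard error 0.148), by 0.53 with siRNA in MCF-7 and by 0.55 with siRNA in MDA-MB231 (0.0531 each). TGFBR1, the type I receptor for TGF-β, also rose in all 3 settings, by 0.85, 1.04 and 0.78. SF3A3, a splicing factor of the U2 particle, fell in all 3 (-0.98, -0.40 and -0.61), as did the RNA-binding protein HNRNPA1 (-0.57, -0.30 and -0.47). Between the clones and MCF-7 siRNA, 827 probe sets were higher in the clones and lower with siRNA, where 641.0 would be shared by independent lists, and 550 were lower and then higher (453.1 expected). In the same pair of comparisons 600 were higher in both (590.9 expected) and 705 were lower in both (491.5 expected). Between the clones and MDA-MB231 siRNA, 944 were higher then lower (762.4 expected), 775 lower then higher (583.8), 843 higher in both (761.5) and 799 lower in both (584.6). The methods give a p under 0.05 for the siRNA list, without saying whether it was adjusted, no p for the clones, and at least 1.5-fold in 1 siRNA or 1 clone. Taken as an unadjusted p under 0.05 for both lists, these thresholds put 10503 of the 54613 probe sets in the overexpression list and 13325 in the siRNA list. The lists shared 3278 probe sets, whatever their direction, against 2562.6 expected if they were independent. Nor do the methods say which p of the 2 factors was used: with the treatment or the interaction p the lists shared 3584, with the differences tested as a group 2964, and with adjusted p-values 1443. The main count used the treatment p, with siRNA A, siRNA C and their scrambled controls as separate levels. A difference between the arrays of siRNA A and of siRNA C could therefore pass it too. With only the siRNA-scrambled differences tested as a group, the siRNA list held 10445 probe sets. As deposited, without scaling between arrays, they shared 4437.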

Clusters of genes regulated in the opposite directions in JMJD6 overexpression and JMJD6 knockdown were denoted JMJD6-induced and JMJD6-repressed gene sets, respectively (Figure 6). 

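HIPK2, a kinase that acts in the DNA damage response, rose in the clones by 1.91 on the log2 scale (standard error 0.208, adjusted p = 3.5e-05 from limma). With JMJD6 siRNA it changed by -1.42 in MCF-7 and -1.28 in MDA-MB231 (0.112 each). SHCBP1, a protein of the midbody in dividing cells, changed by 2.83 in the clones and by -1.47 and -0.98 with siRNA. DEPDC1 changed by 1.03, -1.28 and -1.12, and the kinase gene GK5 by 2.23, -1.03 and -1.29. In the other direction, SLC41A1, a magnesium transporter, changed by -1.01 in the clones (standard error 0.138), by 1.24 with siRNA in MCF-7 and by 1.03 in MDA-MB231 (0.120 each). PLXNA3, a semaphorin receptor, changed by -1.07, 0.96 and 1.05, and the Rho GTPase-activating protein ARHGAP45 by -1.24, 2.32 and 2.22. The genes named here were picked by probe sets called that way in all 3 comparisons, which need not be the brightest of the gene. In all, 475 of the 29679 probe sets tested in both experiments (388 genes) were higher in the clones and lower in both cell lines with siRNA. Another 327 probe sets (248 genes) were lower in the clones and higher in both lines. Lists that overlapped by chance in the clones, given the overlap between the cell lines, would share 368.3 and 226.0. Both sets depend on the setting. The induced set held 834 probe sets as deposited (707.8 expected), 258 with pooled scrambled controls (193.8 expected) and 516 with the filter at the 75th percentile (468.5 expected). The repressed set held 524 probe sets with the replicate number as a block (370.9 expected), 109 after centring each array on its median (99.6 expected), 11 as deposited (11.5 expected), 154 with pooled scrambled controls (107.5 expected) and 209 without replicate 2 of Vec (148.4 expected). With the filter at the 75th percentile it held 381, close to the 370.5 expected by chance. Without a filter the induced set held 384 (176.5 expected) and the repressed set 249 (97.8 expected). At the thresholds of the methods, the sets held 815 and 539 probe sets.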

We analyzed these two gene sets with Ingenuity Pathway Analysis [20]. 

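Most genes of DNA replication and of mitosis were lower when JMJD6 was depleted, and most were not called in the clones. GINS1, a subunit of the replicative helicase, fell by 0.96 on the log2 scale in MCF-7 and fell by 0.71 in MDA-MB231 (standard error 0.0612 each; adjusted p = 3.4e-07 and 1.6e-06 from limma). POLA2, a subunit of DNA polymerase alpha, changed by -0.94 and -0.78, and CDC45, which acts at replication origins, by -0.80 and -0.88. FOXM1, a transcription factor that drives mitotic genes, changed by -1.23 in MCF-7 and -0.82 in MDA-MB231 (standard error 0.107 each), and the cytokinesis gene RACGAP1 by -0.83 and -0.98. Of 46 genes of S phase and DNA replication, 38 were lower and none was higher in MCF-7 (40 lower when adjusted over the list alone), with a median of -0.52. In MDA-MB231, 33 were lower and 1, RPA2, was higher (36 and 2 over the list alone), with a median of -0.42. Of 47 mitosis genes, 39 were lower and none higher in MCF-7 (41 lower over the list alone), and 28 were lower and 1 higher in MDA-MB231 (31 and 2). In the clones, 4 of the 46 S phase genes were higher and 2 lower (2 and 1 over the list alone; median -0.05), among them UHRF1, which binds newly replicated DNA, at 1.36 and CDT1, a licensing factor, at 1.07. Of the 47 mitosis genes, 12 were higher and 1 was lower in the clones (12 and 1 over the list alone; median 0.08), including the mitotic kinase NEK2 at 1.76, the cytokinesis factor ECT2 at 1.76 and the kinetochore protein NUF2 at 1.34.
Camera, a test of a list against all other genes, gave S phase an adjusted p of 1.3e-21 in MCF-7 and 2.0e-12 in MDA-MB231, and mitosis 1.3e-21 and 1.5e-10. In the clones it gave 0.893 and 0.275. Only the S phase call in MCF-7 held with an estimated correlation (adjusted p = 0.0318 with an estimated correlation), while S phase in MDA-MB231 gave 0.0829 and mitosis gave 0.111 in MCF-7 and 0.319 in MDA-MB231. The adjustment ran over all 31 lists, and lists that the study chose on these arrays held the smallest p-values in MCF-7. The S phase call (unadjusted p = 0.00513 from camera with the estimated correlation) rests on those lists. That p-value was the smallest among the 24 textbook lists in MCF-7, and adjusted over these alone it would not pass 0.05. With the replicate number as a block, 10 S phase genes were higher and 6 lower in the clones (camera adjusted p = 0.989), and 19 mitosis genes were higher and 4 lower (0.252). As deposited, 11 S phase and 20 mitosis genes were higher and 0 lower. Mitosis was called in the clones in 2 of 12 fits that left out an array (adjusted p = 0.0260 without replicate 2 of J1-C7). Of 28 genes of cell motility and invasion, 10 were higher and 6 lower in the clones (10 and 6 over the list alone; camera adjusted p = 0.652).

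**Figure D2:**
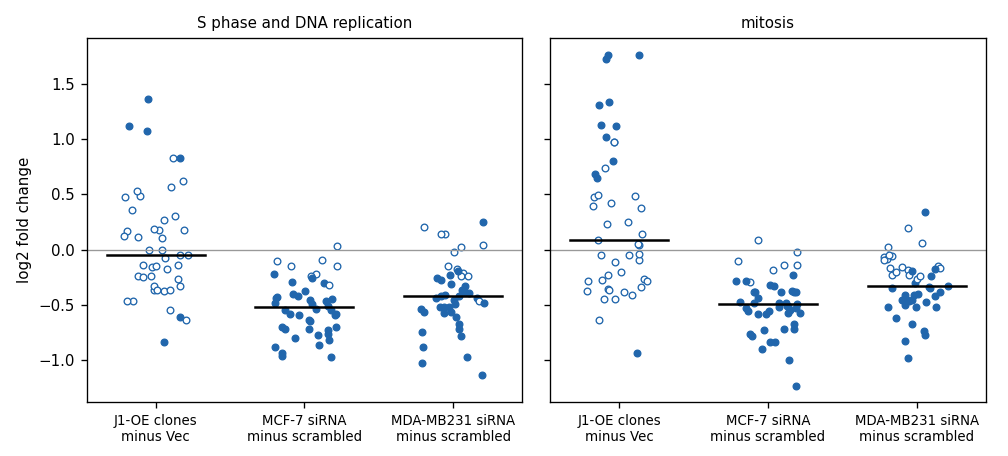
Log2 fold change (y axis) of each gene of S phase and DNA replication (left) and of mitosis (right) in the 3 comparisons (x axis); filled points have an adjusted p under 0.05 and the bars are medians. The medians lie at -0.05 and 0.08 in the clones and at -0.52 and -0.49 in MCF-7 siRNA.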

In accordance with our cell-based assays, in the JMJD6-induced gene set, the top enriched functions were cell-cycle and DNA replication, followed by cellular assembly and cellular movement (Figure 6; see Additional file 10, Table S4). 

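Most of the genes that Table S4 lists for the JMJD6-repressed set under cell death and under cell-to-cell signaling were higher with JMJD6 siRNA in each cell line, and some of them were lower in the clones. SERPINA3, a secreted protease inhibitor, fell by 2.56 on the log2 scale in the clones (standard error 0.226, adjusted p = 8.1e-06 from limma) and rose by 0.51 in MCF-7 and 1.30 in MDA-MB231 with siRNA (0.158 each). BIK, a pro-apoptotic protein of the BCL2 family, changed by -0.82, 0.76 and 0.96. ITGB5, an integrin subunit, changed by -1.66 in the clones, and SLC25A4, which exchanges ADP and ATP across the inner mitochondrial membrane, by -1.60. In MDA-MB231 these rose by 0.35 and 0.64, and in MCF-7 they stood at 0.09 and 0.16 without passing the test. Of the cell death list, 14 of 39 genes were lower and 3 higher in the clones (20 and 3 when adjusted over the list alone). With siRNA 24 of 41 were higher and 2 lower in MCF-7 (25 and 4), and 30 of 41 were higher and 2 lower in MDA-MB231 (32 and 2). Of the list on cell-to-cell signaling, 7 of 21 were lower and 1 higher in the clones (7 and 1), 16 of 23 were higher and 2 lower in MCF-7 (16 and 2), and 16 of 23 were higher and none lower in MDA-MB231 (18 and 0). The study drew both lists from these arrays, so their direction is not independent evidence. Camera called the cell death list in the clones (adjusted p = 0.0011; adjusted p = 0.531 with an estimated correlation), in MCF-7 (9.5e-07 and 0.0281) and in MDA-MB231 (2.2e-11 and 0.00989). The list on cell-to-cell signaling was called in MCF-7 (2.8e-06 and 0.0281) and MDA-MB231 (7.4e-09 and 0.0101) and not in the clones (0.0644 and 0.258). A list of 23 apoptosis genes, set without reference to the study, had 7 higher and 5 lower in the clones (8 and 5 over the list alone; camera adjusted p = 0.837). With siRNA it had 6 higher and 5 lower in MCF-7 (8 and 7 over the list alone; 0.671) and 5 higher and 7 lower in MDA-MB231 (5 and 8; 0.817).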

In the JMJD6-repressed subset, a large number of genes were related to cancer function (120) (Figure 6). 

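The 3 TGF-β genes did not behave alike on the arrays. TGFB2, read by its brightest probe set, rose by 1.82 on the log2 scale with JMJD6 siRNA in MDA-MB231 cells (standard error 0.162, adjusted p = 2.3e-06 from limma), by 1.38 with siRNA A and by 2.25 with siRNA C. In MCF-7 its change was 0.13 (standard error 0.162, adjusted p = 0.66), and in the clones it was -0.87 (adjusted p = 0.0845). TGFB1, also read by its brightest probe set, rose by 0.95 in MDA-MB231 (adjusted p = 3.2e-06) and by 0.34 in MCF-7 (adjusted p = 0.0136), and its change in the clones was -0.99 (adjusted p = 0.0771). TGFB3 changed by 0.26 in MDA-MB231, by 0.81 in MCF-7 (adjusted p = 0.144) and by -0.14 in the clones, none of which passed the test. The effect of siRNA on TGFB2 was larger in MDA-MB231 than in MCF-7 by 1.69 (adjusted p = 0.000895 for the difference). The next 3 TGFB2 probe sets by brightness gave 1.58, 1.44 and 1.24 in MDA-MB231, all called, and -0.23, -0.15 and 0.21 in MCF-7, none called. In the clones the first of these stood at -0.77 (adjusted p = 0.29) and the next at -1.27 (adjusted p = 0.41). The calls in the clones depend on how replicates are treated: with the replicate number as a block, the adjusted p was 0.0055 for TGFB2 and 0.029 for TGFB1, and without replicate 2 of J1-C2 that of TGFB2 was 0.019. That of TGFB1 was also 0.044 under quantile normalization, 0.030 after median centring and 0.048 with the clones as replicates. The rise of TGFB1 in MCF-7 was not called as deposited, after median centring or with the scrambled arrays pooled, and the TGFB3 change in MCF-7 was called without replicate 1 of the scrambled siRNA for C (adjusted p = 0.0021).

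**Figure D3:**
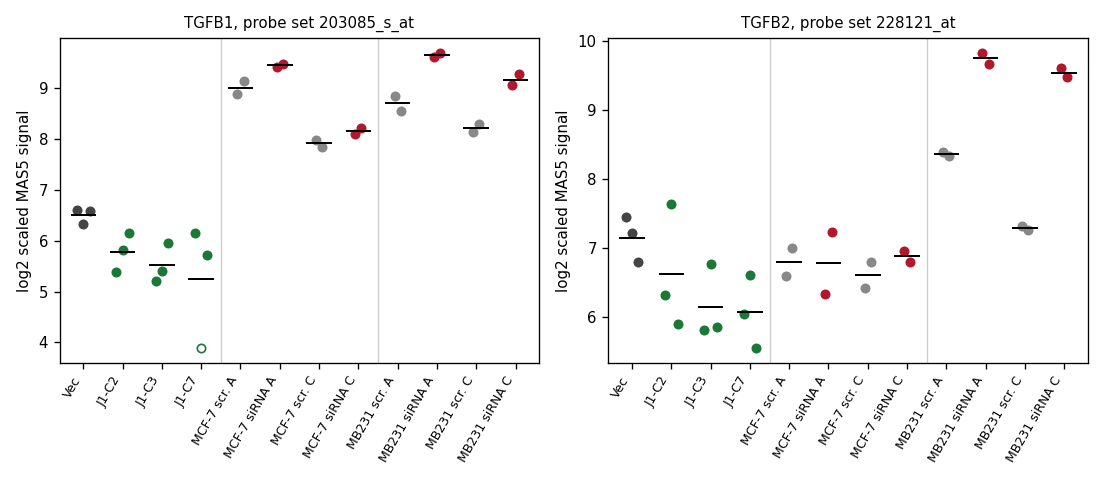
TGFB1 and TGFB2 signal on each array, as log2 of the scaled MAS5 intensity (y axis) by group (x axis; scr., scrambled siRNA; MB231, MDA-MB231); points are arrays, bars are group means, and the open circle lies under the median of its array. Both genes are higher with JMJD6 siRNA in MDA-MB231, by 0.95 for TGFB1 and 1.82 for TGFB2.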

Among the associated gene functions, we observed a significant downregulation of *TGF-β *isoforms, the classic cell-cycle inhibitors [25-27] (see Additional file 10, Table S4), which was further confirmed by using quantitative RT-PCR. Loss of JMJD6 increased *TGF-β1 *and *TGF-β2 *expression, whereas *TGF-β3 *was unaffected in both MCF-7 and MDA-MB231 (Figure 7A and 7B). Protein analysis suggested that both JMJD6 siRNAs induced a high level of TGF-β2 secretion in the two cell lines (Figure 7C). In contrast, in MCF-7-J1-OE cells, a significant decrease in *TGF-β2 *mRNA and protein expression was observed (Figure 7D and 7E). At the protein level, we failed to detect changes in TGF-β1 and TGF-β3, although both isoforms were expressed (data not shown). Therefore, of the three isoforms, TGF-β2 probably was more engaged in JMJD6-mediated cellular proliferation.

**Figure 6:**
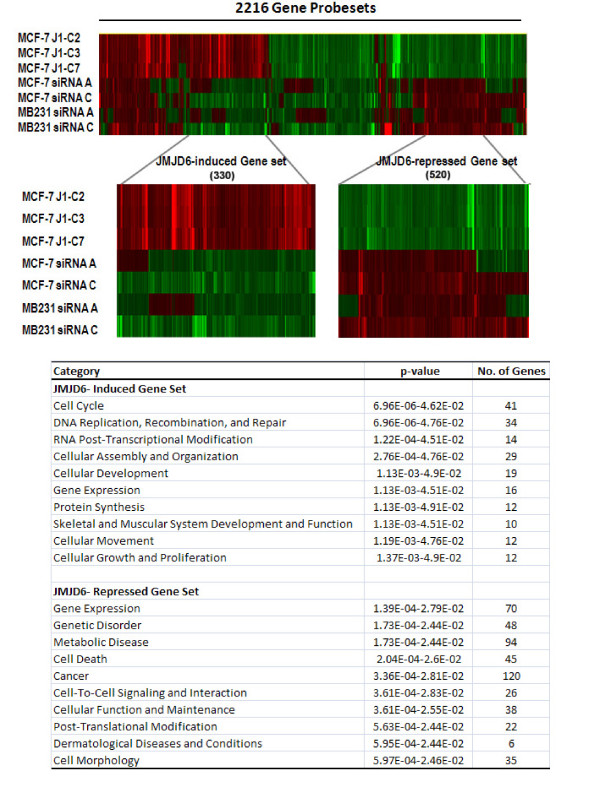
**IPA analysis of JMJD6-regulated genes showed enrichment in cell-cycle function**. **(A) **The heatmap (top panel) shows that hierarchic clustering of the genes changed after siRNA knockdown and overexpression of *JMJD6*. The sample labels are on the top of the heat map. Two clusters representing JMJD6-induced and JMJD6-repressed genes were selected (middle heat-map panel) and subjected to IPA analysis. **(B) **Table shows a list of the top 10 functions that are enriched in cells with altered levels of JMJD6.

**Figure 7:**
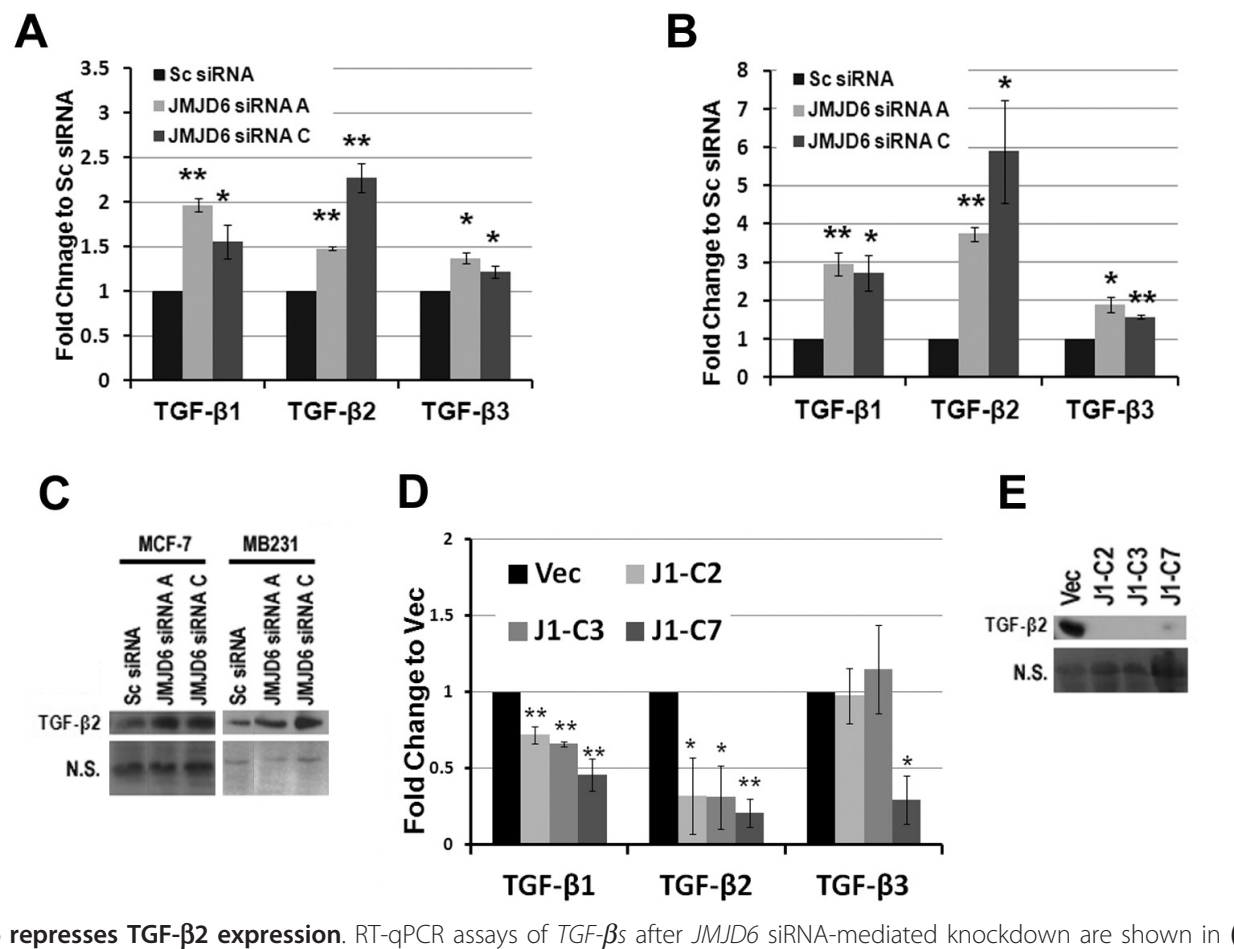
**JMJD6 represses TGF-β2 expression**. RT-qPCR assays of *TGF-βs *after *JMJD6 *siRNA-mediated knockdown are shown in **(A) **MCF-7 and **(B) **MDA-MB231. Consistently, T*GF-β2 *and *TGF-β1 *mRNA levels were upregulated on JMJD6 knockdown. **(C) **Immunoblots showed that the amount of secreted TGF-β2 protein in conditioned media was higher after *JMJD6 *siRNA-mediated knockdown in MCF-7 and MDA-MB231. **(D) **RT-qPCR assay showed that MCF7 J1 OE clones had a lower level of *TGF-β1 *and *TGF-β2 *transcripts than did the Vec cells. **(E) **Western blot showed a dramatic decrease in secreted TGF-β2 protein, in the MCF-7 J1 clones, as compared with the Vec cells. NS, a Ponceau-stained blot of the conditioned media to demonstrate protein loading. Student's t*- *test was performed by using scrambled siRNA versus JMJD6 siRNA and Vec cells versus MCF-7J1 clones. *P ≤ 0.05; **P ≤ 0.005.

### JMJD6 possibly engages multiple pathways to increase cell proliferation

JMJD6 suppressed *TGF-β2 *expression and cell proliferation in both MCF-7 and MDA-MB 231 cells. However, TGF-β2 mediates cell-cycle arrest only in MCF-7 cells, but not in MDA-MB 231, T47D, and CAMA-1 cells [28-30]. Therefore, TGF-β2 may not be the mediator of cell-cycle arrest in the latter three cell lines, even though MDA-MB231s are responsive to TGF-β in terms of SMAD phosphorylation and TGF-β-mediated transcriptional changes [31]. To test the functionality of TGF- β2, we did the following: (a) assessed Smad2/3 phosphorylation levels in both cells, (b) neutralized TGF-β2 by using a TGF-β type I receptor inhibitor SB431542 and assayed Smad phosphorylation and cell proliferation in the absence of JMJD6, and (c) treated MCF-7-J1OE cells with recombinant TGF- β2.

By treatment of recombinant TGF-β2 on MCF-7 and MDA-MB231, we confirmed that both cell lines responded with increased SMAD2 phosphorylation, which suggests intact TGF-β receptor signaling (Figure 8; see Additional file 11, Figure S7A). Similarly, an increase in SMAD2 and SMAD3 phosphorylation with *JMJD6 *siRNA treatment was seen in both MCF-7 and MDA-MB231, as opposed to a decrease observed in the MCF-7 J1 OE clones (Figure 8). 

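SMAD2 and SMAD3, which carry the TGF-β signal from the receptor to the nucleus, were each read by several probe sets. For SMAD2, one probe set fell by 0.90 on the log2 scale in the clones (adjusted p = 0.0024 from limma) and rose by 0.51 with siRNA in MCF-7 and by 0.46 in MDA-MB231. The brightest SMAD2 probe set changed by -0.41 in the clones (adjusted p = 0.0463), 0.28 in MCF-7 (adjusted p = 0.0051) and 0.27 in MDA-MB231 (adjusted p = 0.0040). A further SMAD2 probe set rose in all 3 settings, by 0.66 in the clones (adjusted p = 0.0146), 0.84 in MCF-7 and 1.11 in MDA-MB231. SMAD3, read by its brightest probe set, rose by 0.76 in MCF-7 (adjusted p = 7.8e-05) and changed by -0.14 in MDA-MB231 and by 0.53 in the clones (adjusted p = 0.249), neither of which passed the test. The difference between the lines for SMAD3 was -0.90 (adjusted p = 0.0017; 0.053 as deposited). The other 3 SMAD3 probe sets tested rose in MCF-7 by 1.11, 1.02 and 0.66, and none was called in MDA-MB231. SMAD1, which acts downstream of BMP receptors, rose by 2.78 in the clones (standard error 0.149), and the inhibitory SMAD6 rose by 1.43 (0.223). With the replicate number as a block, the SMAD3 change in the clones was called (adjusted p = 0.0034). The calls of the brightest SMAD2 probe set were lost as deposited and after median centring.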

Interestingly, basal SMAD levels themselves were affected, which parallels the transcript-level change detected in our expression array (Figure 6). When we inhibited SMAD phosphorylation by using an Alk-5 receptor inhibitor (SB431542), we observed a significantly higher rescue of proliferation in MCF-7 *JMJD6 *knockdown cells (Figure 9A and 9B). Because MDA-MB 231 cells are refractory to TGF-β2-mediated cell-cycle inhibition, SB431542 should have no effect on MDA-MB231 growth suppression. Accordingly, the suppressed proliferation could not be rescued by the Alk-5 receptor inhibitor treatment in this cell type (see Additional file 11, Figure S7).

**Figure 8:**
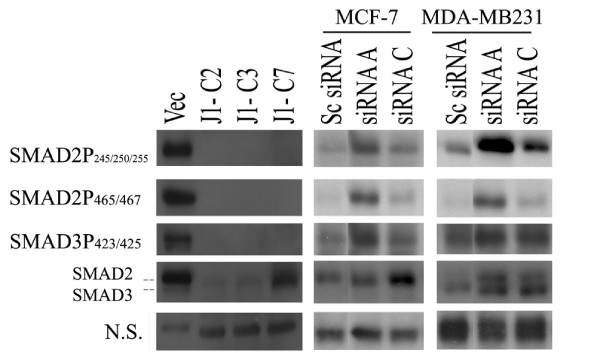
**JMJD6 expression affects SMAD phosphorylation**. Immunoblots show that the levels of total SMAD2/3, phosphorylated SMAD2, and phosphorylated SMAD3 are decreased in MCF-7 J1-OE clones and increased in JMJD6 siRNA-mediated knockdown in MCF-7 and MDA-MB231. The numbers next to the SMAD2P/3P denote the expected sites of phosphorylation detected by the antibodies. NS, nonspecific bands from the blots, which indicate equal loading of the protein lysates.

**Figure 9:**
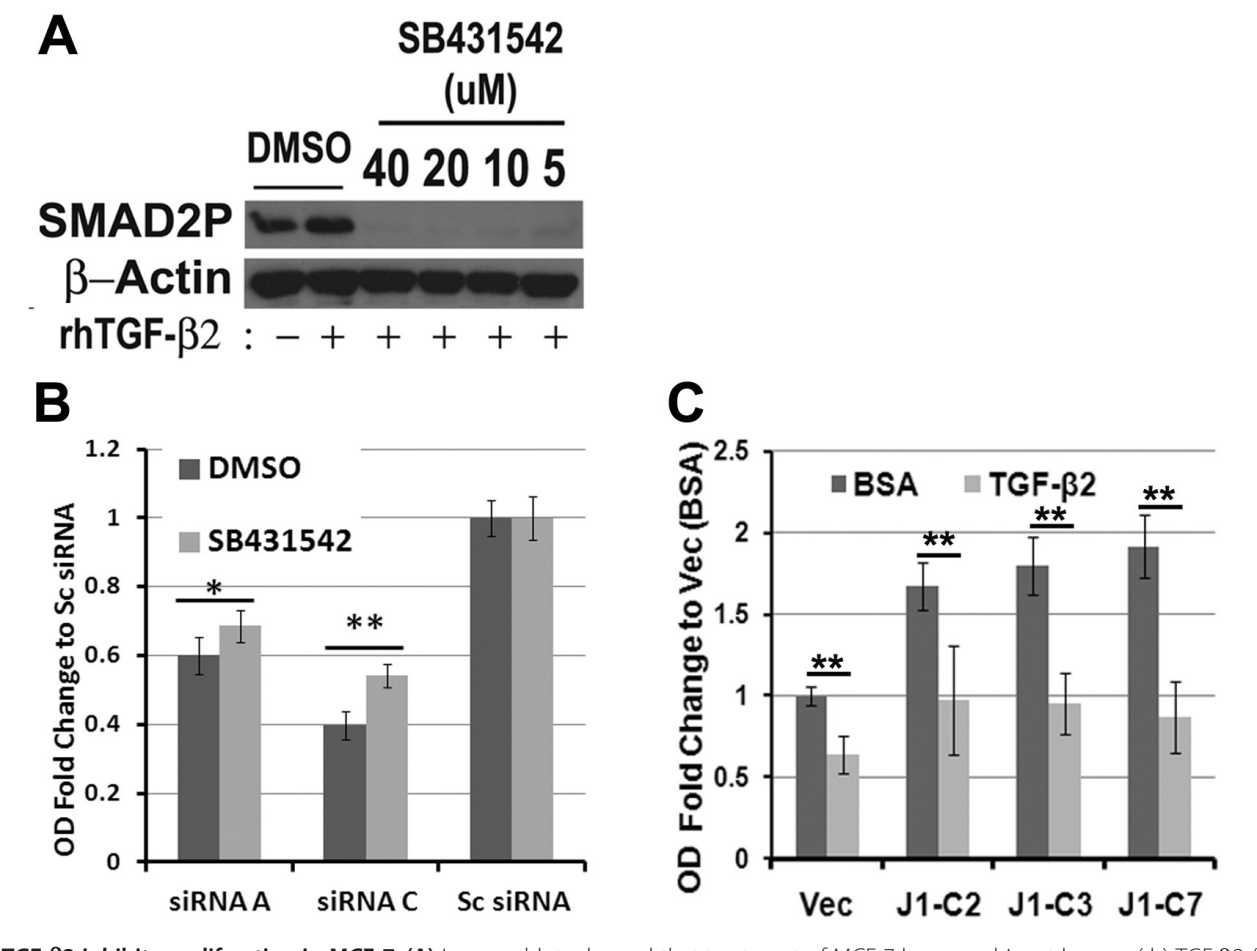
**TGF-β2 inhibits proliferation in MCF-7**. **(A) **Immunoblots showed that treatment of MCF-7 by recombinant human (rh) TGF-β2 (5 ng/ml) resulted in enhanced Smad2 phosphorylation, which could be effectively nullified by SB431542. **(B) **Treatment of JMJD6 siRNA-transfected MCF-7 cells with SB431542 (10 μ*M*) resulted in rescue of the proliferation defect. Ratio of OD at Day 3 to Day 1 in JMJD6 knockdown cells was normalized to the scrambled siRNA control. *P ≤ 0.05; **P ≤ 0.005 between DMSO and SB431542 treatments. **(C) **Treatment of MCF-7 J1-OE and Vec cells with rhTGF-β2 resulted in decreased proliferation, as measured by WST-1 assay. **P ≤ 0.001 between BSA and rhTGF-β2 treatments.

Last, treatment of MCF-7 J1-OE cells with recombinant TGF-β2 repressed proliferation in both Vec and J1-OE cells, suggesting that MCF-7 retained sensitivity to TGF-β2-mediated growth regulation despite increased JMJD6 levels (Figure 9C). Therefore, JMJD6 did not confer unresponsiveness to this growth factor, but probably mediated its effect via repression of gene expression. Together these data suggest that in MCF-7 cells, JMJD6 mediates cell-cycle regulation, in part by suppressing *TGF-β2*.

Secretion of TGF-β2 cannot explain the growth arrest in *JMJD6 *siRNA-treated MDA MB 231 cells. Scanning of microarray data revealed that JMJD6 changed the levels of G_1 _cyclins: *cyclins E1, E2*, and *D *at the RNA level. 

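By its brightest probe set, cyclin E2 was higher in the clones and lower with siRNA in both lines, a pattern that the other G1 cyclins did not show. CCNE2, which encodes cyclin E2, a partner of CDK2 at the start of S phase, rose in the clones by 1.91 on the log2 scale (standard error 0.259, adjusted p = 0.000169 from limma), with 2.02 in J1-C2, 1.81 in J1-C3 and 1.91 in J1-C7. It changed by -1.06 with siRNA in MCF-7 (adjusted p = 1.0e-05) and by -0.71 in MDA-MB231 (adjusted p = 0.000202), by -0.89 and -1.23 with siRNA A and C in MCF-7 and by -1.02 with siRNA C in MDA-MB231, while siRNA A there gave -0.39 without passing the test. In the clones CCNE2 did not follow the JMJD6 level: J1-C7, where JMJD6 changed by only 0.41, lay between J1-C2 and J1-C3. The Vec arrays read 7.20 to 7.89 and the clone arrays 8.80 to 9.89. MCF-7 arrays with scrambled siRNA, a separate experiment, read 9.31 to 10.1, so a low level in the Vec line is not told apart from induction. The other CCNE2 probe set changed by -0.98 and -0.81 in the lines and stood at 0.07 in the clones. CCNE1, for cyclin E1, changed by 0.83 in the clones (adjusted p = 0.0713), 0.25 in MCF-7 (adjusted p = 0.207) and -0.08 in MDA-MB231. CCND1, for cyclin D1, rose in all 3 settings, by 0.57 in the clones (adjusted p = 0.0205), 0.39 in MCF-7 and 0.23 in MDA-MB231. CCND3 changed by -0.51 in the clones (adjusted p = 0.248), -0.21 in MCF-7 (adjusted p = 0.0912) and -0.05 in MDA-MB231. CDK2 itself changed by 0.94 in the clones and by -0.78 and -0.37 with siRNA, and CDC25A, the phosphatase that activates it, by -1.28 in MCF-7 and -0.95 in MDA-MB231.
Of 9 G1 cyclins and kinases, 3 were higher in the clones (4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.666), 4 were lower and 1 higher in MCF-7 (6 and 1; adjusted p = 0.0190, and adjusted p = 0.154 with an estimated correlation), and 4 were lower and 1 higher in MDA-MB231 (4 and 1; adjusted p = 0.0857). With the replicate number as a block, CCNE1 in the clones was called (adjusted p = 0.0063), as was CCND3 in the clones (0.0198) and in MCF-7 (0.0201), while the siRNA calls of CCND1 were lost as deposited and its call in the clones after median centring. The paper writes that the regulation of cyclin E may contribute to the growth arrest in MDA-MB231 cells, rather than TGF-β2 signaling, as these cells do not stop growing with TGF-β2 and the receptor inhibitor SB431542 did not rescue them.

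**Figure D4:**
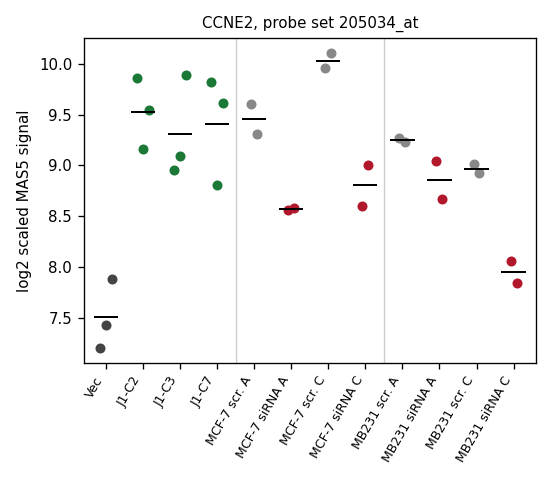
CCNE2 signal on each array, as log2 of the scaled MAS5 intensity (y axis) by group (x axis; scr., scrambled siRNA; MB231, MDA-MB231); points are arrays and bars are group means. The clones lie above Vec by 1.91 on average, and JMJD6 siRNA lies below scrambled siRNA by 1.06 in MCF-7.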

In MDA MB 231 cells, we confirmed a loss in cyclin E2 protein expression but not E1 or cyclin D in JMJD6 siRNA-containing cells (Figure 10). Interestingly, cyclin E1/E2 was decreased in MCF-7 *JMJD6 *siRNA-treated cells and induced in MCF-7-J1 OE cells and (Figure 10). Together these data indicate that in both cells, JMJD6 mediated suppression of *TGF-β2*. In MCF-7 cells, the proliferation is controlled by both TGF-β2 and cyclin E regulation, but in MDA 231 cells, the cyclin E regulation may contribute to this phenotype, rather than TGF-β2 signaling. Other pathways that operate in MDA-MB 231 cells must be explored further.

**Figure 10:**
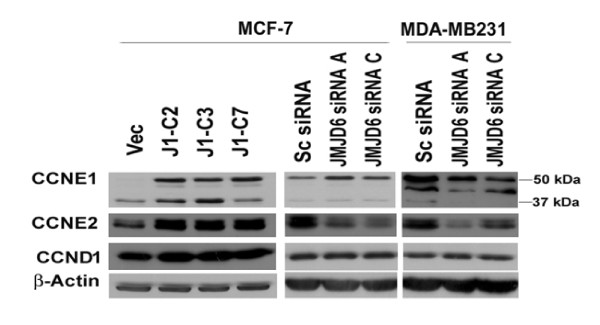
**Decrease of cyclin E2 protein level in JMJD6 knockdown**. Western blot detection of G_1 _cell-cycle cyclins is shown. A decrease in cyclin E2 (CCNE2) level with decrease in JMJD6 levels was evident in MCF-7 and MDA-MB231. Cyclin E1 (CCNE1) and cyclin D1 (CCND1) displayed an inconsistent change on JMJD6 siRNA transfection in both MCF-7 and MDA-MB231 cells.

### Clinical data for *JMJD6 *and *TGF-β2 *

Finally, by using expression data from the clinical cohorts, we observed a marginal but significant inverse correlation *of JMJD6 *with *TGF-β2 *(Pearson correlation value, -0.118; *P *value = 9.13 × 10^-8^) (Figure 11). This suggests that this *TGF-β2 *mechanism observed *in vitro *could be extrapolated to patient data and that the MCF-7-OE cells could serve as a model system to explore the pathways involved in further detail.

**Figure 11:**
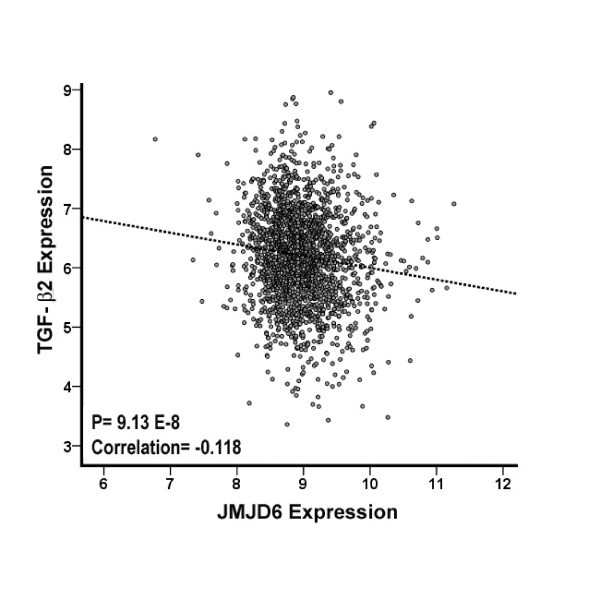
**Clinical association of *JMJD6 *with *TGF-β2***. Pearson correlation of clinical expression of *JMJD6 *with *TGF-β2 *suggests a negative correlation with *TGF-β2 *(*P *= 9.13 × 10^-8^). Scatterplot shows the normalized *JMJD6 *expression of each patient sample with the corresponding normalized *TGF-β2 *expression in the clinical dataset of 2,034 breast cancer patients.

## Discussion

Through microarray informatics, we identified *JMJD6 *as a candidate oncogene associated with poor patient prognosis. Consistent with its potential as a marker of breast cancer aggressiveness, *JMJD6 *was expressed at highest levels in ER^-^, basal, claudin-low, *HER2*-enriched, and Luminal B tumor subtypes, which are known to be clinically associated with poor patient outcomes. Most important, in the less-aggressive ER^+ ^subtypes (for example, Luminal A), high levels of *JMJD6 *could predict poor outcome and possibly resistance to tamoxifen monotherapy. Protein analysis by using tissue microarray confirmed that high *JMJD6 *expression is consistently associated with ER^- ^disease, higher grade, and advanced stage. These data demonstrate for the first time that JMJD6 is a relevant prognostic biomarker in breast cancer.

By phenotypic and functional analysis, we found that *JMJD6 *induced an increase in cell scattering and increased the rate of wound closure in MCF-7 cells, but did not confer an invasive phenotype. In invasive cells like MDA-MB231 and BT-549 with high expression of *JMJD6*, siRNA-mediated suppression led to loss of both motility and invasiveness properties. Because forced *JMJD6 *expression did not confer invasiveness, this apparent loss of invasiveness most likely follows a loss in motility. Nonetheless, JMJD6 may have a critical role in epithelial cell movement, and we showed that this property is not restricted to endothelial cells [7]. However, this appears to be a minor function of JMJD6, because its exogenous expression did not induce epithelial-to-mesenchymal transition (EMT) (that is, we did not observe a loss or gain in E-cadherin or vimentin expression, respectively, in MCF-7 J1-OE cells).

The most prominent effect of JMJD6 perturbation was on cell proliferation. SiRNA-mediated attenuation of JMJD6 in multiple breast cancer cells led to a decrease in cell proliferation without activation of cellular apoptosis, whereas forced expression in MCF-7 resulted in a massive increase in cell proliferation. This finding is consistent with the observation that JMJD6-knockout mice are small and show growth retardation [3]. 

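Most of the cell-cycle genes that Table S4 lists for the JMJD6-induced set were higher in the clones, and most were lower with JMJD6 siRNA in each cell line. POT1, a protein that protects telomeres, rose by 2.56 on the log2 scale in the clones (standard error 0.264, adjusted p = 2.3e-05 from limma) and changed by -0.51 in MCF-7 and -0.30 in MDA-MB231 with siRNA (0.0919 each). THAP5 changed by 2.44, -0.32 and -0.38, and MPHOSPH9, a phosphoprotein of the M phase, by 1.26, -1.08 and -0.61. MDM2, which targets p53 for degradation, rose by 1.49 in the clones and fell by 1.11 in MDA-MB231, and stood at -0.20 in MCF-7 without passing the test. Of 39 genes of the cell-cycle list, 32 were higher and 1 lower in the clones (34 and 1 when adjusted over the list alone). With siRNA, 26 were lower and 1 higher in MCF-7 (27 and 1), and 31 were lower and none higher in MDA-MB231 (32 and 0). Of 32 genes of the list on DNA replication, recombination and repair, 29 were higher in the clones (30), 23 were lower and 1 higher in MCF-7 (25 and 1), and 26 were lower in MDA-MB231 (28). Both lists were chosen by the study on these arrays and are not independent evidence of their direction. Camera called the cell-cycle list in the clones at an adjusted p of 2.2e-11 (adjusted p = 0.103 with an estimated correlation), in MCF-7 at 4.8e-13 (0.0281) and in MDA-MB231 at 9.8e-15 (0.0101). For DNA replication it gave 1.7e-12 (0.189), 3.7e-14 (0.0281) and 1.1e-13 (0.0110). Among 9 CDK inhibitors and RB family members, whose products hold back the cycle, 5 were higher in the clones (5 higher and 1 lower over the list alone; camera adjusted p = 0.148), including RBL1 at 2.89 and RB1 at 1.48. In MCF-7 2 were higher (2 over the list alone; 0.503), CDKN2D at 0.93 and CDKN1A at 0.48, and in MDA-MB231 4 were higher and 1 lower (5 and 2; 0.405), with CDKN1C at 1.27.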

The role of JMJD6 in proliferation is further substantiated by our microarray analysis, which revealed that modulation of JMJD6 expression significantly affected the expression levels of a number of cell cycle-associated genes (see Additional file 10, Table S4). Although *JMJD6 *is thought to mediate splicing by physical interaction with U2AF65, we obtained very little evidence for alternate transcripts in both cell lines. Conversely, we documented a large number of transcriptional changes in J1-OE clones and JMJD6 knockdowns.

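DACH1, a transcription factor, rose in the clones by 9.24 on the log2 scale (standard error 0.422, adjusted p = 1.1e-07 from limma). SLFN11, a helicase-like protein that blocks stalled replication forks, rose by 6.52 (0.759), and EMP1, a membrane protein of epithelia, by 4.72 (0.767). The matrix proteoglycan VCAN changed by -5.35 in the clones (standard error 0.277), the collagen COL12A1 by -5.36 (0.565) and the retinoic acid hydroxylase CYP26B1 by -5.05 (0.589). With siRNA in MCF-7, GSDME, a pore-forming protein, rose by 2.62 (0.493), while the collagen COL4A1 changed by -2.15 (0.304), the proteoglycan SRGN by -2.68 (0.208) and the phospholipid-binding ANXA1 by -2.51 (0.118). The sizes of genes near the floor in 1 group depend on what is added before the logarithm: with log2(value + 16), DACH1 stood at 4.74, SLFN11 at 2.56, GSDME at 0.76 and SRGN at -0.46. In the clones 10092 of 31197 probe sets were called (6461 genes), 5742 higher and 4350 lower, and 8332 of these differed by over 1.5-fold. Each clone alone gave 7296 (J1-C2), 7334 (J1-C3) and 7761 (J1-C7), and 5116 probe sets were called in a single direction in all 3, where independent lists would share 114.3 and 20 simulations of unchanged groups with a shared Vec gave 0. The simulated groups held no difference of the Vec line, which all 3 comparisons share. The 5116 therefore do not tell an effect of JMJD6 from a property of that line. No probe set differed between J1-C2 and J1-C3 in limma, 319 did between J1-C2 and J1-C7 and 362 between J1-C3 and J1-C7. Averaged over siRNA A and siRNA C, JMJD6 siRNA changed 6830 of 34850 probe sets in MCF-7 (4431 genes), 3336 higher and 3494 lower, and 8301 in MDA-MB231 (5176 genes), 4189 higher and 4112 lower. Changes of over 1.5-fold made up 2574 and 3471 of these. The siRNAs differed: siRNA A changed 2718 probe sets in MCF-7 and 2573 in MDA-MB231, and siRNA C 6189 and 8715. Far fewer probe sets were called in a single direction with both siRNAs, 1187 in MCF-7 and 1331 in MDA-MB231. The averaged counts therefore also hold changes seen with 1 siRNA. Across the 29679 probe sets tested in both experiments, which are not independent replicates, the changes in the clones correlated with those of siRNA by r = 0.026 in MCF-7 and 0.00060 in MDA-MB231, and the lines with one another by 0.368. Within a line, siRNA A and siRNA C correlated by 0.280 in MCF-7 and 0.236 in MDA-MB231. Between the lines, siRNA A correlated by 0.214 and siRNA C by 0.371.
Of 9 genes typical of MDA-MB231 cells, 6 were higher and 1 lower in the clones (6 and 1 when adjusted over the list alone; median 1.75, camera adjusted p = 0.106). Of 20 typical of MCF-7 cells, 5 were higher and 9 lower in the clones (5 and 10; median -0.39, adjusted p = 0.371), and of 3 leukocyte markers 2 were higher (2; median 2.38, adjusted p = 0.275). The 3'/5' ratio of the GAPDH control probe sets, a sign of RNA quality, was -0.134 ± 0.0615 (log2; SD, n = 3) in Vec and 0.0126 ± 0.0369 (n = 9) in the clones. As deposited, the number of calls stayed within 1.5 times of these, but 89.9% of the calls in the clones were higher against 56.9% after scaling, 13.0% against 48.8% in MCF-7 and 34.5% against 50.5% in MDA-MB231. Median centring turned the balance in the clones the other way, with 3023 higher and 5126 lower (37.1% higher), and left 16.6% higher in MCF-7 and 26.5% in MDA-MB231. The scrambled siRNA for A and for C stand for separate series: pooled as 1 control they gave 3547 calls in MCF-7 and 4967 in MDA-MB231.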

The TGF-β pathway, particularly TGF-β2, was downregulated when JMJD6 was overexpressed and induced when JMJD6 was depleted. 

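Of 23 known target genes of TGF-β, 9 were higher with JMJD6 siRNA in MCF-7 and 10 in MDA-MB231, and camera's call of the list in both lines was lost with an estimated correlation (adjusted p = 0.0651 and 0.0548). TGFBI, a matrix protein named for its induction by TGF-β, rose by 1.81 on the log2 scale in MCF-7 (standard error 0.140, adjusted p = 1.1e-06 from limma), rose by 1.48 in the clones and stood at 0.26 in MDA-MB231 (adjusted p = 0.220). LTBP2, which binds matrix microfibrils, rose by 0.76 in MCF-7 and 0.75 in MDA-MB231, and PMEPA1, a feedback inhibitor of the pathway, by 0.64 and 0.65. The smooth-muscle protein TAGLN rose by 0.94 in MDA-MB231 and fell by 0.93 in the clones. SNAI2, a repressor of epithelial genes, rose by 4.32 in the clones (standard error 0.693; 2.16 with log2(value + 16)), and SKIL, a repressor of SMAD activity that the pathway induces, by 2.19 (0.181). Of 23 target genes 9 were higher and 1 lower in MCF-7 (9 and 1 when adjusted over the list alone; median 0.44, camera adjusted p = 0.0111, and adjusted p = 0.0651 with an estimated correlation). In MDA-MB231, 10 were higher and 1 lower (10 and 2; median 0.26, adjusted p = 0.0042, and adjusted p = 0.0548 with an estimated correlation). In the clones 5 of 22 were higher and 3 lower (5 and 3; median 0.02, adjusted p = 0.731). Of the ligands, receptors and SMADs, 8 of 22 were higher and 2 lower in MCF-7 (8 and 2; adjusted p = 0.0505) and in MDA-MB231 (8 and 2; adjusted p = 0.0991), with LTBP3, a latent TGF-β-binding protein, up by 0.74 and 1.12. In the clones 8 of 21 were higher and 3 lower (8 and 4; adjusted p = 0.443). Without the filter on low values this list was called in MCF-7 (adjusted p = 0.0285) and in MDA-MB231 (0.0465). With the filter and an estimated correlation, camera gave it adjusted p-values of 0.209 in MCF-7 and 0.319 in MDA-MB231.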

We validated the inverse relation between *JMJD6 *and *TGF-β2 *at both RNA and protein levels in these cellular systems. We extended this observation to clinical samples and observed an inverse correlation between *JMJD6 *and *TGF-β2 *in our breast cancer cohorts. Such antagonistic roles of JMJD6 and TGF-β2 have a precedent in eye development. One of the distinctive developmental defects of JMJD6-knockout mice is the thinning of the retinal layer [3]. Coincidentally, the knockout of TGF-β2 results in the hyperplasia of the neuroblastic layer of the retina [32]. These data suggest that JMJD6 and TGF-β2 may be functionally linked in cell-cycle regulation and in development.

Canonically, TGF-βs are known to exert antiproliferative effects by upregulating cyclin-dependent kinase inhibitors, p15 and p21, and/or downregulation of CDK2 and cyclin E activity [26,27,33-35]. In both MCF-7 and MDA-MB 231 transfected with *JMJD6 *siRNA, we observed suppression of cyclin E expression, and an increase in cyclin E was evident when *JMJD6 *was overexpressed in MCF-7 cells. Therefore, in both cell lines, JMJD6 may exert a proliferative effect through a direct increase in cyclin E protein levels, or this increase may be a consequence of JMJD6-mediated suppression of TGF-β2. In both MCF-7 and MDA-MB231, the downstream effectors, Smads, were phosphorylated on JMJD6 siRNA-mediated secretion of TGF-β2. Specifically, in MCF-7, inhibition of TGF-β activity by using a TGF-β type I receptor (Alk5) inhibitor resulted in the loss of Smad phosphorylation, rescue of arrested cells, and continuation of proliferation (Figure 9). The Alk5 inhibitor did not reverse cell-cycle arrest in MDA-MB 231 cells because they are refractory to the antiproliferative effect of TGF-β, suggesting that the JMJD6-cyclin E axis may function independent of TGF-β2 in these cells. Intriguingly, cyclin E is associated with poor prognosis, chromosomal instability, and trastuzumab resistance, suggesting that the long-term dysregulation of cell-cycle mediators by JMJD6 may affect more than just proliferation [36-38].

Our initial microarray analysis selected genes that were commonly regulated by JMJD6 in both MCF-7 and MDA-MB 231 cells. 

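Many changes with JMJD6 siRNA were shared between MCF-7 and MDA-MB231. TP53INP1, a stress-induced protein that promotes p53 activity, rose by 1.66 on the log2 scale in MCF-7 and by 1.72 in MDA-MB231 (standard error 0.109 each; adjusted p = 4.1e-07 and 1.4e-07 from limma). SCAMP1, a protein of recycling membranes, rose by 1.27 and 1.64 (0.0744 each). PIP4K2A, a phosphoinositide kinase, fell by 1.06 in MCF-7 and fell by 1.00 in MDA-MB231 (0.0953 each), and UHRF1 changed by -0.70 and -0.67. Of the probe sets tested in both experiments, 1564 were higher in both lines, against 426.8 expected of independent lists, and 1954 were lower in both (463.5 expected). The lists of opposite direction shared 90 and 103 probe sets, against 427.3 and 463.0 expected. At the thresholds of the methods, with each line analysed alone, 2447 probe sets were in the lists of both lines and 4893 in that of MCF-7 alone. The p in those lists can also be passed by a difference between the arrays of siRNA A and of siRNA C.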

To elucidate further the mechanisms behind *JMJD6 *siRNA-mediated growth suppression in MDA-MB 231 cells, we reanalyzed gene-expression changes unique to MDA-MB 231 cells alone. 

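The largest changes with JMJD6 siRNA in MDA-MB231 cells included genes that moved little or the other way in MCF-7. MEGF6, a protein with EGF-like repeats, rose by 3.52 on the log2 scale (standard error 0.275, adjusted p = 7.7e-07 from limma), CALCR, the calcitonin receptor, by 3.25 (0.380) and CITED1, a transcriptional coactivator, by 3.08 (0.516). In MCF-7, CALCR changed by -1.15 and CITED1 by -1.96. CXCL8, the neutrophil-attracting chemokine IL-8, changed by -2.61 in MDA-MB231 (0.612), the aldo-keto reductase AKR1B10 by -2.34 (0.291) and WNK4, a kinase that regulates ion transport, by -2.93 (0.505). With log2(value + 16) the rises were smaller, 1.45 for MEGF6, 1.26 for CALCR and 1.22 for CITED1. The effect of siRNA differed between the lines for 2148 probe sets by the test of the difference itself, 1154 higher and 994 lower in MDA-MB231 than in MCF-7. Of these 976 were called in MDA-MB231 and not in MCF-7, 640 in MCF-7 and not in MDA-MB231, 199 in both lines in opposite directions, 296 in both in a single direction and 37 in neither. In MDA-MB231, 9 of 21 hypoxia genes were higher and 1 was lower (11 and 1 when adjusted over the list alone; camera adjusted p = 0.000887, and adjusted p = 0.183 with an estimated correlation). Of 30 genes of motility and invasion, 8 were higher and 3 lower (9 and 3; adjusted p = 0.271). At the thresholds of the methods, 1.5-fold and a p under 0.05 in each line alone, taken here as unadjusted, 8937 probe sets were in the MDA-MB231 list and 7340 in the MCF-7 list, and 6490 were in the first alone. With adjusted p-values 3885 were. The p in a line covered all its siRNA and scrambled groups, so a difference between the arrays of siRNA A and of siRNA C could pass it too. Only the 1.5-fold bound was set on siRNA against its own scrambled control. With the scrambled arrays of a line pooled, the difference between the lines was called for 400 probe sets, and as deposited for 796.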

We found 1,864 probesets, with significant enrichment of genes involved in cellular death, growth and proliferation, and cell movement (*P *< 0.01; see Additional file 12, Figure S8). 

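Most genes that Table S5 lists under proliferation of tumor cells rose with JMJD6 siRNA in MDA-MB231 cells. BCL2L11, the pro-apoptotic protein BIM, rose by 1.00 on the log2 scale (standard error 0.110, adjusted p = 1.4e-05 from limma), CXCR4, a chemokine receptor that guides cell migration, by 0.99 (0.219) and the transcription factor STAT3 by 0.63 (0.0492). In MCF-7 they also rose, by 0.73, 0.82 and 0.52. SDC2, a heparan sulfate proteoglycan of the cell surface, was at -0.02 in MDA-MB231 without passing the test and fell by 0.37 in MCF-7. Of the 22 genes tested, 15 were higher and 1 lower in MDA-MB231 (16 and 1 when adjusted over the list alone; median 0.59). In MCF-7 9 were higher and 1 lower (11 and 1; median 0.24), and in the clones 4 were higher and 4 lower (4 and 4; median -0.23). The study chose the list on these arrays, so it is not independent evidence of the direction in MDA-MB231. Camera gave an adjusted p of 1.3e-07 in MDA-MB231 (adjusted p = 0.00989 with an estimated correlation), 0.0012 in MCF-7 (0.0397) and 0.524 in the clones. The median of the difference between the lines over the list was 0.22 (adjusted p = 0.0019, and adjusted p = 0.171 with an estimated correlation).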

Close inspection showed at least 28 individual genes in this proliferation gene cassette (see Additional file 13, Table S5); however, no connectivity or compelling pathway emerged that could be investigated further.

## Conclusion

In summary, our data indicate that *JMJD6 *has conserved functions and often affects similar pathways in a congruent manner across multiple cell types and at a gene-expression and phenotypic level. JMJD6 has ability to promote cancer cell proliferation and motility, which in turn may augment cancer virulence *in vivo*. In the clinic, JMJD6 associates with advanced grade, an aggressive phenotype, and serves as a marker of poor prognosis in breast cancer. We propose that JMJD6 staining (with IHC) may serve a dual purpose in the clinic: to predict poor outcome in patients, particularly in the ER^+ ^subtype, and to identify a patient subgroup wherein specific inhibitors of JMJD6 may facilitate the pathologic downstaging of tumors in the neoadjuvant setting.

## Abbreviations

DMEM: Dulbecco Modified Eagle Medium; DMFS: distant metastasis-free survival; ER: estrogen receptor; Flt1: vascular endothelial growth factor receptor 1; HER2: human epidermal growth factor receptor 2; IHC: immunohistochemistry; IPA: ingenuity pathway analysis; JMJD6: Jumonji domain-containing 6 protein; LumA: luminal A; LumB: luminal B; MCF-7-J1-OE: MCF-7 JMJD6 overexpression; PTDSR: phosphatidylserine receptor; RT-PCR: real-time polymerase chain reaction; SPINK1: serine protease inhibitor Kazal type 1; TGF-β: transforming growth factor-β; TMA: tissue microarray; U2AF65: U2 auxiliary factor 65.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

This study was designed and written by KVD, ETL, and YFL. YFL performed all experiments with assistance from XBC. Breast cohort analysis was done by LDM, YFL, and MAB. BP, CWO, and MST provided the NUH tissue arrays and performed and scored the immunostaining. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1. QPCR Primers**. QPCR primer sequences used in the RT-PCR. Click here for file

Additional file 2 **Table S2. Microarray datasets**. List of clinical microarray datasets used in the survival analysis of *JMJD6 *and their general information, including database source and literature references. Click here for file

Additional file 3 **Figure S1. Upper-quartile expression of *JMJD6 *is associated with poor survival in LumA and LumB subtypes**. Kaplan-Meier survival curves were generated based on quartile ranking of *JMJD6 *expression within the individual subtype. Representative images are shown for **(A) **LumA subtype and **(B) **LumB subtype. *Log rank *P *< 0.05; #log rank *P *< 0.001 between two quartile expression groups within the subtype. Click here for file

Additional file 4 **Figure S2. Standardization of JMJD6 immunohistochemistry**. IHC for JMJD6 was performed on wild-type (left panel), *JMJD6 *siRNA-mediated knockdown (middle panel), and JMJD6-overexpressing (right panel) MCF-7 cells. As shown in the figure, wild-type and *JMJD6 *siRNA cells showed low to negligible amounts of immunoreactivity, whereas expression of JMJD6 was the highest in MCF7-J1-OE cells. Click here for file

Additional file 5 **Figure S3. Protein expression and knockdown of JMJD6 in other cell lines. (A) **Western blot of different breast cancer cell lines suggests that JMJD6 protein expression was low in MCF-7, whereas MDA-MB231, T47D, CAMA-1, and BT-549 cells harbored substantial amounts of JMJD6 protein. **(B) **Level of apoptosis in cells transfected with *JMJD6 *siRNA was determined by using a PARP-cleavage assay. Bar chart shows that the percentage of cells with cleaved PARP was similar in both *JMJD6 *siRNA and scrambled siRNA-transfected MCF-7 cells. **(C) **Decreased proliferation was observed in BT-549, CAMA-1, and T47D when JMJD6 was knocked down by three individual JMJD6-specific siRNAs after 4 days of plating, as compared with the scrambled siRNA control (Sc siRNA); *P *≤ 0.005. Error bars represent standard deviation. Click here for file

Additional file 6 **Figure S4. Pooled population of MCF-7 J1-OE cells showed increased proliferation and decreased TGF-β2 levels. (A) **WST-1 assay using MCF-7 J1-OE pooled population before clonal selection showed increased proliferation over vector control cells (Vec). **(B) **Immunoblots of conditioned media showed decreased levels of secreted TGF-β2 in MCF-7 J1-OE pooled population as compared with Vec. NS, nonspecific bands from the same TGF-β2 antibody blot to indicate even total protein loading. Click here for file

Additional file 7 **Figure S5. Overexpression of JMJD6 in CAMA, T47D, and MDA-MB231 had no effect on proliferation**. Figures (top panel) show Western blot for V5-tagged JMJD6 clones expressed in **(A) **CAMA, **(B) **T47D, and **(C) **MDA-MB231, respectively, and β-actin as an internal control for loading. A through C (bottom) show that stable *JMJD6 *overexpression clones did not display increased proliferation as compared with the Vec control. Click here for file

Additional file 8 **Figure S6. MCF-7 J1-OE cells did not show changes in E-cadherin and vimentin levels**. Immunoblots showed that the expression of E-cadherin is similar in the MCF-7 J1-OE cells and Vec cells. Vimentin remained unexpressed in MCF-7 J1-OE cells. MDA-MB231 was used as a positive control for the vimentin antibody. Click here for file

Additional file 9 **Table S3. Microarray analysis**. List of genes that were differentially expressed by microarray analysis of MCF-7 J1-OE clones and JMJD6 siRNA knockdown cells. 

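Table S3 gives, for each probe set of the overlap, a fold change without sign for each clone against Vec and for each siRNA against its scrambled control in each cell line. A value of 2 there may therefore stand for a rise or for a fall. The copy of the table used here holds its 2216 probe sets without the last 217. With the deposited intensities scaled to a common trimmed mean, the median difference from the 4 siRNA columns was between 2.6e-06 and 3.6e-06 on the log2 scale. For the 3 clone columns it was 0.246 (J1-C2), 0.258 (J1-C3) and 0.269 (J1-C7). No choice of arrays closed this: for each clone column 10791 pairs of equally large subsets of the overexpression arrays were compared with it, and the smallest median difference was 0.235, 0.253 and 0.269.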

Click here for file

Additional file 10 **Table S4. JMJD6 and gene function**. 

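Table S4 names, for the JMJD6-induced and the JMJD6-repressed sets, the functions that Ingenuity Pathway Analysis ranked highest and the genes of the sets that carry each function. The genes of a function were thus taken from sets already selected on these arrays, and the same gene can appear under several functions. Of 12 genes of the induced set under cellular movement, 10 were higher and none lower in the clones (11 when adjusted over the list alone), 7 were lower and 1 higher with siRNA in MCF-7 (9 and 1), and 9 were lower in MDA-MB231 (9). Camera gave these adjusted p-values of 8.7e-05, 0.000199 and 1.4e-05, or adjusted p = 0.258, 0.120 and 0.0829 with an estimated correlation. Of 10 genes under RNA post-transcriptional modification, 5 were higher and 1 lower in the clones (5 and 1; adjusted p = 0.275), 7 were lower and 1 higher in MCF-7 (8 and 1; adjusted p = 0.000182, and adjusted p = 0.0448 with an estimated correlation) and 9 were lower and 1 higher in MDA-MB231 (9 and 1; adjusted p = 1.6e-05, and 0.0285). Because the study chose these genes on the same arrays, their direction is not independent evidence.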

Top ten functions enriched in JMJD6-induced and JMJD6-repressed gene sets by IPA functional analysis and the list of genes in each function. Click here for file

Additional file 11 **Figure S7. SB431542 does not rescue JMJD6 siRNA-mediated loss of proliferation in MDA-MB231. (A) **Immunoblots showed that treatment of rhTGF-β2 in MDA-MB231 resulted in enhanced SMAD2 phosphorylation, which could be nullified by SB431542 treatment. **(B) ***JMJD6 *siRNA-mediated decreased proliferation of MDA-MB231 could not be rescued by SB431542 (10 μ*M*) treatment, as assessed with WST-1 OD measurement. Click here for file

Additional file 12 **Figure S8. Functional annotation of differentially expressed genes unique to MDA-MB 231 cells transfected with *JMJD6 *siRNA**. Bar chart shows IPA functional annotation analysis of differentially expressed genes in MDA-MB231 *JMJD6 *siRNA-mediated knockdown showed significant enrichment of genes involved in cellular death, growth, and movement. Log *P*-value on the X-axis is Fisher Exact test on the overlap of our gene list and the functional category (Additional File 13, Table S5). Click here for file

Additional file 13 **Table S5. 

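Table S5 lists genes that the functional analysis placed under proliferation of tumor cells, among probe sets found in the MDA-MB231 list and absent from the MCF-7 list. A gene enters such a list when it passes the thresholds in 1 line and misses them in the other, which is not a test of the difference between the lines. KITLG, the ligand of the receptor KIT, changed by -0.27 on the log2 scale with siRNA in MDA-MB231 and by 0.09 in MCF-7, neither of which passed limma's test, and it fell by 1.31 in the clones (standard error 0.156, adjusted p = 6.8e-05). TNFSF10, the death ligand TRAIL, changed by 0.13 and 0.32 with siRNA without passing the test.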

"Proliferation" genes differentially expressed in MDA-MB231**. List of genes found in subcategories under the functional annotation for cellular growth and proliferation that were significantly enriched (*P *< 0.05). The *P *value is from the Fisher Exact test for the overlap of our dataset and the function. The predicted activation state is stated for significant direction of change (Z score, ≤-2). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

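RNA from 28 cultures was measured, each on 1 Affymetrix U133 Plus 2.0 array. The overexpression experiment has 12 arrays: MCF-7 clones J1-C2, J1-C3 and J1-C7 and the empty-vector line Vec, with 3 arrays each. The siRNA experiment has 16 arrays: MCF-7 and MDA-MB231 cells, each with JMJD6 siRNA A, JMJD6 siRNA C and a scrambled control for each siRNA, with 2 arrays per group, collected 48 hours after transfection. RNA was extracted with Trizol, and 6 µg of total RNA was labelled for each array. The submitters' processing notes name GCOS and MAS5, without versions. The authors' deposited values are MAS5 signals, an intensity on a linear scale, and the values are on that scale in every array. The paper's methods add a log transformation in GeneSpring, analyses of variance with a threshold of 1.5-fold, hierarchical clustering and Ingenuity Pathway Analysis. The last of these cannot be run here, and the genes it gave are used only as lists.

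The 54675 probe sets of an array were left without its 62 control probe sets. Of those in the file, 41097 carry 1 gene symbol, 1801 carry several and 11777 carry none. Symbols were checked against gene numbers for 41043 probe sets, and 0 needed updating. The trimmed mean of an array, leaving out 2% of the values at either end, ran from 103.1 to 271.9 and the median from 10.68 to 45.93, so the arrays had not been brought to a common level. Each array was multiplied by 1 factor to a common trimmed mean and taken to log2. The written plan had no such step. It became the main setting after the values had been seen and 4 scalings had been compared with the fold changes of Table S3, and before any test was run. An array carries no read depth: what limits precision is signal over background, and probe sets above the median of their array on at least 3 arrays (overexpression) or 2 arrays (siRNA) were tested, 31197 and 34850 of them. Correlations between arrays of a group ran from 0.884 to 0.940, and no arrays were identical.

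Tests were run in R 4.3.3 with limma 3.58.1, with a separate fit for each experiment and the moderated variance allowed to follow the mean signal. The clones were averaged and set against Vec. In each cell line, siRNA A and siRNA C were each set against their own scrambled control and the differences were averaged, and the difference between the lines was tested as an interaction. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The JMJD6-induced and JMJD6-repressed sets were taken over the 29679 probe sets tested in both experiments. The lists at the paper's thresholds used ordinary analyses of variance with 1.5-fold and a p under 0.05, taken as unadjusted and applied to the clones too, where the methods give none, over all 54613 probe sets. For siRNA the main p took siRNA A, siRNA C and their scrambled controls as separate groups. A difference between the arrays of siRNA A and of siRNA C can therefore pass it. The 1.5-fold bound was set on siRNA against its own scrambled control. A scrambled or Vec array enters the contrasts of its whole group, and the 3 clone comparisons share their Vec arrays. In 20 simulations of unchanged groups that share a control, the correlation between clone comparisons averaged 0.500, against 0.855 observed. The simulations hold no difference of the Vec line, which would also raise the correlation.

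Gene lists, 31 in all, were tested with limma's camera at a preset correlation of 0.01 and with an estimated one. Of these, 24 were set from textbook members and 7 were copied from the study's tables. Adjusted p-values run over all 31, so the study's own lists, where their p-values are small, can also lower those of the other lists. Each gene was read by the probe set with the highest mean signal among those that carry its symbol alone. For genes the paper names every probe set was read, and for JMJD6 the text gives first the probe set that Table S3 holds, which is not the brightest. The genes named in the text follow a rule: for each main comparison, the 10 largest changes each way among called genes with a single symbol and a shared direction in all clones or in both siRNAs. The rule adds the 10 genes of the induced and of the repressed set whose smallest change is largest, the 5 largest line differences each way, up to 4 called members of a list, and every gene the paper names for the arrays. When the rule was written, the folds that Table S3 gives for VIM, TGFB1, TGFB2, CCNE2, SMAD2, SMAD3, SMAD6 and JMJD6 had been seen.

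Replicate numbers were checked as pairs. In the overexpression arrays, what arrays of a single number share beyond their group correlated at 0.130 to 0.627 in all 18 comparisons. This came mainly from the arrays numbered 3 (0.569 to 0.627 with one another, -0.460 to -0.231 with the others), while arrays numbered 1 and 2 correlated across numbers too, at 0.0412 to 0.283. The labels place the numbers 1, 2 and 3 in sets A, B and C across the clones and Vec, without saying what the arrays of a set share. In the siRNA arrays the 4 correlations were 0.0037 to 0.0745, and the arrays were not paired. All 18 of the overexpression comparisons lay above the threshold of 0.1 set for pairing, yet the main fit of the clones holds no block. A fit with the number as a block is an alternative, and several genes not called in the clones by the main fit pass with it. A gene not called there is therefore not shown to be unchanged.

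The alternatives were quantile normalization, centring each array on its median, log2(value + 16), no filter, a filter at the 75th percentile, the replicate block, the ordinary test, pooled scrambled controls, each cell line fitted alone, the clone as the replicate, the mean of all probe sets of a gene, the estimated correlation and each array left out in turn. The values as deposited, without scaling, were the planned main setting and became an alternative after the data had been seen. The steps were tested on simulated data with 50 probe sets shifted at each size. A log2 change of 0.585 was recovered for 8% of them in the clones, 36% in MCF-7 siRNA, 24% in MDA-MB231 siRNA and 22% in the line difference. For a change of 1 the percentages were 26, 44, 48 and 40, for a change of 2 they were 70, 76, 76 and 64, and for a change of -1 they were 42, 50, 48 and 22. False calls made up 11.0%, 3.74%, 9.26% and 3.90% of the calls. Each simulation changed 200 probe sets, far fewer than were called on the real arrays. The p cutoff was thus stricter, and these percentages do not measure recovery on the real arrays. In the simulated list test, 0 lists without shifted genes were called, and 6 of 6 p-values of the analysis of variance equalled R's to 5 digits. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Immunoblots, quantitative RT-PCR, growth assays and patient cohorts are not analysed here.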

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

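No test in this part was chosen after its result was seen, but the scaling replaced the planned setting as deposited after the values had been seen. The effect of JMJD6 siRNA differed between MDA-MB231 and MCF-7, by a limma test of the difference itself, for several genes that the paper names for the arrays. TGFB1 differed by 0.61 on the log2 scale (MDA-MB231 minus MCF-7; adjusted p = 0.0109, from 0.34 in MCF-7 and 0.95 in MDA-MB231), and 3 TGFB2 probe sets differed by 1.69, 1.81 and 1.59. The 4 SMAD3 probe sets went the other way, by -0.90, -0.90, -0.72 and -0.81. VIM, the intermediate filament vimentin, differed by 0.44 (adjusted p = 0.0169), a call that was lost with pooled scrambled controls. Among the largest differences, CITED1 stood at 5.04, the calcitonin receptor CALCR at 4.40, the amino acid transporter SLC16A10 at 3.96, ATRNL1 at 3.64 and the matrix proteoglycan LUM at 3.38. In the other direction the chemokine CXCL8 stood at -3.25, the transcriptional cofactor ZFPM2 at -3.04, the protease PAPPA at -2.92 and the RNA SSTR5-AS1 at -2.91, and the histone gene H3C6 was lower by 3.00. The line difference of CXCL8 was lost under quantile normalization (adjusted p = 0.0570) and in 12 of the fits that left out an array, and that of SLC16A10 was lost as deposited (adjusted p = 0.0563). Those of LUM and ZFPM2 were lost with log2(value + 16) (adjusted p = 0.0627 and 0.315), that of SSTR5-AS1 after median centring (0.0655) and those of PAPPA and TGFB1 with pooled scrambled controls (0.107 and 0.504).

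Some gene lists also differed between the lines by the same test, with small medians. The median difference (MDA-MB231 minus MCF-7) was 0.20 for mitosis (adjusted p = 0.0012 from camera), 0.11 for S phase and DNA replication (0.0274) and 0.19 for cholesterol synthesis (0.0074). It was -0.21 for p53 target genes (adjusted p = 0.0475) and -0.19 for the unfolded protein response (0.0019), of whose 20 members 10 were lower and 1 higher in MDA-MB231. Of lists the study chose on these arrays, cell death of Table S4 had 0.20 (0.0074) and proliferation of Table S5 had 0.22 (0.0019). With an estimated correlation no list kept its call, at adjusted p = 0.626, 0.626, 0.544, 0.577, 0.553, 0.440 and 0.171 in that order.

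A probe set that lies near the floor in 1 line cannot fall there, which could make the lines differ without a difference in response. Of the 2148 probe sets with a line difference, 3.45% had a scrambled level under the array median in the line with the smaller effect, against 23.8% of all probe sets tested, which argues against the floor as the main source, although called probe sets tend to be brighter and the bound set for the test (25%) lay close to that baseline. JMJD6 itself did not differ between the lines by this test (-0.34, adjusted p = 0.324), which does not show that the knockdown was equal. The count depends on the control: with the scrambled arrays of a line pooled, 400 probe sets differed. A difference in biology between the cell lines stays open as a hypothesis, untested here because each line stands for itself alone.

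Another set, which the paper does not describe, holds probe sets that moved in a single direction whether JMJD6 was raised or lowered. In the clones and in both cell lines with siRNA, 403 probe sets were lower (311 genes) and 310 were higher (238 genes), where lists independent between the clones and the siRNA arrays would share 282.4 and 294.8. The counts and what would be shared depend on the setting: 377 and 301 under quantile normalization (285.1 and 232.5 expected), 951 and 67 after median centring (683.6 and 57.8), 318 and 257 without a filter (122.3 and 141.2), 459 and 329 with the filter at the 75th percentile (502.5 and 345.4) and 103 and 113 as deposited (79.7 and 102.5). With the replicate number as a block they were 625 and 509 (456.8 and 462.8), and with pooled scrambled controls 199 and 149 (148.6 and 140.2). No explanation was tested.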

How the results depend on the processing

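The alternatives were fixed before the data were examined, apart from the setting as deposited, which the plan held as the main one; the scaling used in its place was chosen after the values had been seen. Except as given here, the counts below stayed within 1.5 times: calls in the main comparisons and between the lines, the induced and repressed sets, the overlap and the MDA-MB231-only list. Other counts were not held to that bound. The lists tried under all settings (S phase, mitosis, the TGF-β lists and interferon response) kept their side of the threshold, again except as given here. Signal over background limits what can be seen: probe sets under the array median were left out, and changes of genes near the floor depend on what is added before the logarithm. With 1 Vec line, no setting covers the spread between independently made lines. The cause was not tested for the changes below, except that a pooled control adds the difference between the A and C series to the spread.

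Scaling moved the balance of calls. Median centring shifts the median of all probe sets tested to -0.17 in the clones, -0.12 in MCF-7 and -0.10 in MDA-MB231, and the values as deposited shift it to 0.48, -0.16 and -0.04. As deposited, 796 probe sets differed between the lines (85.1% of them higher in MDA-MB231), with 834 induced and 11 repressed. After median centring 109 were repressed. With pooled scrambled controls, 3547 were called in MCF-7, 4967 in MDA-MB231 and 400 between the lines, with 258 induced and 154 repressed. With the replicate number as a block, 524 were repressed, and 14156 were called in the clones (7899 higher and 6257 lower). With Benjamini-Hochberg adjusted p-values at the methods' thresholds, the overlap was 1443 and the MDA-MB231-only list 3885.

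With an estimated correlation the adjusted p was 0.111 for mitosis and 0.0651 for TGF-β targets in MCF-7, and 0.0829 for S phase, 0.319 for mitosis and 0.0548 for TGF-β targets in MDA-MB231. The TGF-β ligands, receptors and SMADs were called in MCF-7 under quantile normalization (0.0371), no filter (0.0285) and the 75th percentile filter (0.0325), and in MDA-MB231 with no filter (0.0465). The lists named in the next paragraph also depend on single arrays.

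With 1 array left out, lowest and highest, the clones gave 7267 to 10118 calls, MCF-7 5432 to 6738, MDA-MB231 6790 to 8468 and the line difference 1456 to 2091. The induced set held 387 to 516, the repressed set 209 to 347 (209 without replicate 2 of Vec), the overlap 2691 to 3412 and the MDA-MB231-only list 5688 to 6846. The adjusted p of mitosis in the clones ran from 0.0260 (without replicate 2 of J1-C7; 0.0401 without replicate 3 of Vec) to 0.595. That of the TGF-β ligands, receptors and SMADs ran from 0.0249 (without replicate 2 of siRNA C in MCF-7) to 0.117 in MCF-7, called in 7 of the 16 fits, and from 0.0407 (without replicate 1 of siRNA A in MDA-MB231) to 0.126 in MDA-MB231.

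Named genes that reversed did so when all their probe sets were averaged: in the clones JMJD6 (-0.081, against the probe set of Table S3; its brightest stood at -0.17 already), KDM6B (-0.012), RBL2 (-0.16), THBS1 (-0.99, adjusted p = 0.0023) and U2AF2 (-0.038), in MCF-7 CFLAR (0.046), PPM1A (0.010) and SF3B3 (0.13), and in MDA-MB231 PPM1A (0.14) and SC5D (-0.023). As deposited, RPL32 in MCF-7 stood at -0.025. Of the values of named genes, 66 lost their call with averaged probe sets and 60 as deposited, against 16 under quantile normalization, 41 after median centring, 55 with the ordinary test and 64 with pooled controls.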

Differences from the paper's values

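The rule for folds at the floor was added after the folds of TGFB2 in the clones had been seen, and the scaling replaced the planned setting as deposited after the values had been seen. For the probe sets changed in MDA-MB231 only, the paper gives 1864 and the value here is 6490, at the stated 1.5-fold and P < 0.05, with the one-way analysis run in each line alone. Its p covers all siRNA and scrambled groups of a line, so a difference between the arrays of siRNA A and of siRNA C can pass it too. A version that tests only siRNA against scrambled was not run in each line. The alternatives set before the data were examined all differ from the paper's value too: 3885 with Benjamini-Hochberg adjusted p-values, 5026 with the filter on low values, 6178 after median centring, 6026 under quantile normalization, 4775 with log2(value + 16) and 5688 to 6846 with 1 array left out. As deposited it was 8045.

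For the JMJD6-induced set the paper shows about 330 probe sets in Fig. 6, read by eye, and the value here is 815 at the thresholds of its methods, where the figure's set came from clustering. Of the alternatives set before the data were examined, adjusted p-values do not differ (449). The others do: 837 with the treatment or interaction p, 737 with the differences tested as a group, 780 with the filter, 754 after median centring, 767 under quantile normalization and 709 with log2(value + 16). As deposited it was 2152. The size of the overlap (the paper's 2216, here 3278) lies just within 1.5 times, and it differs with the treatment or interaction p (3584), with adjusted p-values (1443), as deposited (4437) and without replicate 2 of J1-C7 (3412). The sets are not defined alike. The paper describes its probe sets as appropriately regulated in the clones and in both lines, while the count here takes no account of direction. The size of the repressed set (the paper's about 520 in Fig. 6, read by eye, here 539) lies within 1.5 times of the paper's too, and it differs with adjusted p-values (198), after median centring (341) and as deposited (99).

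For 1 probe set of TGFB2, Table S3 of the paper gives unsigned folds of 1.27 in J1-C2, 1.46 in J1-C3 and 1.54 in J1-C7, and the values here are 4.31, 11.6 and 15.2, lower in the clones. The probe set lay under the filter in the overexpression arrays, so these folds depend on what is added before the logarithm and do not measure the size of the change. Of the alternatives set before the data were examined, log2(value + 16) does not differ (1.44, 1.68 and 1.71; 0 of 24 clone values of the table differ with it). The others do: 4.87, 14.6 and 19.1 under quantile normalization, and 4.90, 14.2 and 18.5 after median centring. As deposited they were 3.15, 9.64 and 10.9. Of 24 clone values compared with that table, these 3 differ, and of 32 siRNA values 0 differ, the scaling having been chosen with that table in view.

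The paper states that TGF-β2 was lower when JMJD6 was overexpressed and higher when it was depleted in both cell lines, at the RNA level by quantitative RT-PCR. It reports the same directions for the secreted protein by immunoblots of conditioned media, which the arrays do not measure. On the arrays TGFB2 rose in MDA-MB231 (1.82, adjusted p = 2.3e-06 from limma), as the paper states, stood at 0.13 in MCF-7 and at -0.87 in the clones (adjusted p = 0.0845). The change in the clones was called with the replicate number as a block (0.0055) and without replicate 2 of J1-C2 (0.019). TGFB1 rose with siRNA in both lines (0.34 and 0.95), as the paper states. In the clones it stood at -0.99 (adjusted p = 0.0771), and was called under quantile normalization (0.044), after median centring (0.030), with the block (0.029), with the clones as replicates (0.048) and without replicate 1 or replicate 2 of J1-C7 (0.0329 and 0.0323).

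For the G1 cyclins the paper states that JMJD6 changed E1, E2 and D at the RNA level. Here CCNE2 changed in all 3 settings by its brightest probe set, as the paper states (1.91, -1.06 and -0.71), while the other stood at 0.07 in the clones. CCNE1 stood at 0.83 in the clones (adjusted p = 0.0713), 0.25 in MCF-7 (0.207) and -0.08 in MDA-MB231. It was called in the clones with the replicate number as a block (0.0063), with the clones as replicates (0.0295), as deposited (0.0037, without scaling between arrays, as first planned) and without replicate 2 of J1-C7 or replicate 3 of Vec (0.0453 and 0.0470), and in MCF-7, as a rise, without replicate 2 of siRNA C (0.0445). CCND1 rose when JMJD6 was raised and when it was depleted (0.57, 0.39 and 0.23).

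The paper states that SMAD levels changed in parallel with the transcripts on the arrays, where phosphorylated SMAD2 and SMAD3 rose with siRNA and fell in the clones. SMAD2 transcripts did so by the brightest probe set (-0.41, 0.28 and 0.27), while a further SMAD2 probe set rose in the clones too (0.66). SMAD3 rose in MCF-7 (0.76) and was not called in MDA-MB231 (-0.14) or in the clones (0.53, adjusted p = 0.249; called as a rise with the block, 0.0034, and with the clones as replicates, 0.0315).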

Other observations

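Of the tests in this part, the slope over the clones and the count for siRNA C minus siRNA A were chosen after their results were seen (the first bounds of the slope, 0.6 and 0.8, gave no verdict and were replaced), and the scaling replaced the planned setting as deposited after the values had been seen. Members of further gene lists changed with JMJD6 siRNA, and none of the lists in this paragraph was called with an estimated correlation. INSIG1, which restrains cholesterol synthesis when sterols are plentiful, fell by 1.04 in MCF-7 (standard error 0.0575, adjusted p = 1.0e-07 from limma) and changed by -1.12 in MDA-MB231, and ACAT2 by -0.66 in MCF-7 without passing the test in MDA-MB231 (-0.06). Of 16 cholesterol synthesis genes, 7 were lower and 1 higher in MCF-7 (camera adjusted p = 0.000502, and adjusted p = 0.164 with an estimated correlation), and 2 each way in MDA-MB231 (0.761). Of 19 p53 target genes, 11 were higher and 1 lower in MCF-7 (8.9e-05, and adjusted p = 0.154 with an estimated correlation) and 8 were higher and 2 lower in MDA-MB231 (0.0474, and 0.450; not called after median centring, 0.0933), with the kinase PLK3 at 1.52 and TP53I3, a reductase of the oxidative stress response, at 0.83 in MCF-7. In MDA-MB231, 10 of 20 genes of the unfolded protein response were lower and 1 higher (0.000273, and adjusted p = 0.319 with an estimated correlation), with SDF2L1 at -0.80 (standard error 0.127) and HERPUD1 at -0.68 (0.0887). Of 21 hypoxia genes, 5 were higher in MCF-7 (10 higher and 3 lower when adjusted over the list alone; 0.0190, and adjusted p = 0.275 with an estimated correlation; not called after median centring, 0.188), while DDIT4, an inhibitor of mTOR signaling, rose by 0.69 in MCF-7 and fell by 0.70 in MDA-MB231. Of 26 interferon response genes, 2 were higher and 5 lower in MCF-7 (0.279) and 7 higher and 1 lower in MDA-MB231 (0.388), with OAS3 at -1.19 and -0.98.

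In the clones, genes of ribosomal proteins were lower: 12 of 14, with RPL19 at -0.80 (standard error 0.0789) and RPS18 at -0.74 (0.109), and a median of -0.65 (camera adjusted p = 1.1e-06, and adjusted p = 0.609 with an estimated correlation). That median was -0.90 after median centring, -0.25 as deposited and -0.04 under quantile normalization, where the list was not called (adjusted p = 0.628). Housekeeping genes were lower for 6 of 12 (median -0.53, adjusted p = 0.0150, and 0.609 with an estimated correlation; 0.628 under quantile normalization). VIM fell by 1.49 in the clones (standard error 0.304) and fell by 0.42 with siRNA in MCF-7, and CDH1, which encodes E-cadherin, rose by 0.69 in the clones (not called after median centring, adjusted p = 0.155) and by 2.15 in MDA-MB231 (0.530). Of 17 epithelial markers 5 were higher and 8 lower in the clones (0.731), and of 11 mesenchymal markers 4 were higher and 2 lower (0.837), with SNAI2 at 4.32. Of 30 splicing factors, 13 were lower and 4 higher with siRNA in MDA-MB231 (0.0013, and adjusted p = 0.319 with an estimated correlation), 10 lower and 1 higher in MCF-7 (12 and 4 when adjusted over the list alone; 0.0345, and 0.465; 0.0511 under quantile normalization) and 10 lower and 5 higher in the clones (0.298). U2AF2, the splicing factor U2AF65, changed by 0.80 in the clones by its brightest probe set and by -0.04 when all its probe sets were averaged. U2AF1 changed by -1.01 in the clones and by -0.56 in MDA-MB231, neither of which was called with its probe sets averaged (adjusted p = 0.490 and 0.776).

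A large share of the probe sets tested, 10092 of 31197, differed between the clones and Vec, although the clones held unequal amounts of JMJD6 by 1 of its probe sets (by the brightest, which may not read the cloned coding part, they were alike, at 9.37, 9.42 and 9.54 against 9.62 in Vec). An intensity-dependent shift left by the scaling would go under quantile normalization, which still called 9197, and poorer RNA in Vec would raise its 3'/5' ratios, which lay 0.0563 above the clones for ACTB (log2; pooled SD 0.279) and at -0.147 relative to them for GAPDH (pooled SD 0.0430). Of 100 splits of the arrays into 9 and 3, only the real 1 gave as many calls (10107; highest other 940, a split that set apart 3 clone arrays with a single replicate number), and the 25 other splits with 1 array of each number gave at most 0. This argues against a chance division of the arrays. It cannot exclude a chance difference of the Vec line, since all 3 Vec arrays come from that single line. Changes in proportion to the JMJD6 level by the former probe set would be smaller in J1-C7, where JMJD6 changed by 0.280 times its change in J1-C2 and J1-C3 (95% limits -0.0939 and 0.573). With no array shared between the sides, the slope of the J1-C7 changes on theirs was 0.656, 0.770 and 0.865 for the 3 replicate numbers. The lowest end was 0.641 in a bootstrap over probe sets, which does not cover the spread between lines. These slopes argue against proportion alone. All Vec arrays come from a single line, so a property of that line would enter both sides and raise the slope. The slope therefore cannot exclude proportion together with such a property. What stays open is a response to JMJD6 at any level above normal, and a property of the single Vec line, which is confounded with it, with or without a response in proportion to JMJD6. A difference in RNA quality the other way stays open too, since GAPDH had a higher 3'/5' ratio on every clone array (-0.0531 or more) than on every Vec array (-0.0637 or less).

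With siRNA C more probe sets changed than with siRNA A, 6189 against 2718 in MCF-7 and 8715 against 2573 in MDA-MB231. If a deeper knockdown by siRNA C scaled up 1 shared response, few of the probe sets called with both siRNAs would go in opposite directions, and 10.5% did in MCF-7 and 10.2% in MDA-MB231, which argues against 1 shared response throughout. These 139 and 152 probe sets do not tell how much of the larger count came from the deeper knockdown. Noise in the arrays of the siRNA A groups would leave few differences between the siRNAs that pass a test, and the test of siRNA C minus siRNA A itself called 2002 probe sets in MCF-7 and 3620 in MDA-MB231, which argues against noise as the whole cause (all groups share 1 pooled spread, and the spread within the siRNA A groups was 0.986 and 1.09 times that of the siRNA C groups). Off-target effects of either siRNA stay open and were not tested. Each siRNA has its own series of arrays, so a difference between the series is not told apart from one between the siRNAs. The log2 3'/5' ratio of ACTB averaged 0.563 with siRNA C and 0.397 in its control in MDA-MB231, and 0.626 and 0.542 in MCF-7. For siRNA A it was 0.310 and 0.286, and 0.299 and 0.234. For siRNA C the GAPDH ratio went the other way, 0.0890 and 0.115 in MDA-MB231. Whether RNA quality bears on the counts was not tested. Of 35 splits of the 8 arrays of a line into 4 and 4 in a plain comparison that ignores the series, 2 called as many as the real split in each line (655 in MCF-7 and 824 in MDA-MB231), so that these splits do not exclude chance: the other was the A series against the C series (6167 and 6787), a structure of the samples, while the remaining 33 called 0, and the comparison within each series gives 6830 and 8301.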
